# Key pathways regulated by *HoxA9,10,11*/*HoxD9,10,11* during limb development

**DOI:** 10.1186/s12861-015-0078-5

**Published:** 2015-07-19

**Authors:** Anna M. Raines, Bliss Magella, Mike Adam, S. Steven Potter

**Keywords:** Hox genes, Limb development, RNA-Seq, Zone of polarizing activity, Apical ectodermal ridge, Zeugopod, Endochondral bone development, Sonic hedgehog, Fgf8, Lef1

## Abstract

**Background:**

The 39 mammalian Hox genes show problematic patterns of functional overlap. In order to more fully define the developmental roles of Hox genes it is necessary to remove multiple combinations of paralogous and flanking genes. In addition, the downstream molecular pathways regulated by Hox genes during limb development remain incompletely delineated.

**Results:**

In this report we examine limb development in mice with frameshift mutations in six Hox genes*, Hoxa9,10,11* and *Hoxd9,10,11*. The mice were made with a novel recombineering method that allows the simultaneous targeting of frameshift mutations into multiple flanking genes. The *Hoxa9,10,11*^*−/−*^/*Hoxd9,10,11*^*−/−*^ mutant mice show a reduced ulna and radius that is more severe than seen in *Hoxa11*^−/−^/*Hoxd11*^−/−^ mice, indicating a minor role for the flanking *Hox9,10* genes in zeugopod development, as well as their primary function in stylopod development. The mutant mice also show severe reduction of *Shh* expression in the zone of polarizing activity, and decreased *Fgf8* expression in the apical ectodermal ridge, thereby better defining the roles of these specific Hox genes in the regulation of critical signaling centers during limb development. Importantly, we also used laser capture microdissection coupled with RNA-Seq to characterize the gene expression programs in wild type and mutant limbs. Resting, proliferative and hypertrophic compartments of E15.5 forelimb zeugopods were examined. The results provide an RNA-Seq characterization of the progression of gene expression patterns during normal endochondral bone formation. In addition of the Hox mutants showed strongly altered expression of *Pknox2*, *Zfp467*, *Gdf5*, *Bmpr1b*, *Dkk3*, *Igf1*, *Hand2*, *Shox2*, *Runx3*, *Bmp7* and *Lef1*, all of which have been previously shown to play important roles in bone formation.

**Conclusions:**

The recombineering based frameshift mutation of the six flanking and paralogous *Hoxa9,10,11* and *Hoxd9,10,11* genes provides a resource for the analysis of their overlapping functions. Analysis of the *Hoxa9,10,11*^*−/−*^*/Hoxd9,10,11*^−/−^ mutant limbs confirms and extends the results of previous studies using mice with Hox mutations in single paralogous groups or with entire Hox cluster deletions. The RNA-Seq analysis of specific compartments of the normal and mutant limbs defines the multiple key perturbed pathways downstream of these Hox genes.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s12861-015-0078-5) contains supplementary material, which is available to authorized users.

## Background

Hox genes encode transcription factors that are among the key regulators of development. Mutations of *Drosophila* Hox genes often result in dramatic homeotic transformations of body parts, with the morphology of one segment altered to resemble that of another. For example, the *Antennapedia* mutation, resulting in ectopic expression, causes imaginal discs that would normally form antennae to instead make legs that now protrude from the head [1]. Mutation of mammalian Hox genes, however, generally results in milder phenotypes, which is attributed to their greater number and functional redundancy.

The 39 mammalian Hox genes are arranged in four clusters (A-D). On the basis of sequence similarities and positions within the clusters the Hox genes can be divided into 13 paralogous groups (1–13) [2, 3]. In many developing systems the Hox genes show nested domains of overlapping expression. This led to the suggestion that combinatorial codes of Hox expression could drive segment identity determination. Consistent with this, Hox mutations can cause partial or complete homeotic transformations in the development of the hindbrain, reproductive tracts, and axial skeleton. For example, mutation of *Hoxb1* causes rhombomere (r) 4 of the hindbrain to assume the character of r2 [4], and ectopic expression of *Hoxa1* or *Hoxb1* results in the transformation of r2 into r4 [5]. Mutation of *Hoxa9,10,11*/*Hoxd9,10,11* genes gives partial homeotic transformations of uterus to oviduct and vas deferens to seminiferous tubules [6, 7]. Further, mutational analysis shows that most of the Hox genes of paralogous groups 3–13 play roles in defining segment identities of the axial skeleton [8].

Hox mutations do not, however, produce homeotic transformations in the developing mammalian limbs. Mutations of single Hox genes result in very subtle developmental defects in the limbs. For example, homozygous mutation of *Hoxa11* gives slightly misshapen ulna and radius, and fusion of the triangular and pisiform carpal bones [9]. Similarly, mutation of the paralog *Hoxd11* gives modest defects in the distal ends of the ulna and radius [10]. Combined mutation of both *Hoxa11* and *Hoxd11*, however, gives a striking reduction in size of the ulna and radius (zeugopod), illustrating the important functional redundancy of these paralogs [11]. Coupled with the known expression patterns of Hox genes in the developing limbs this led to a model with *Hox9* and *Hox10* paralog genes responsible for patterning the stylopod (humerus); *Hox11* genes, the zeugopod; and *Hox12* and *Hox13* genes, the wrist and autopod (paw) skeletal elements [11]. This model has generally held true, with confirming examples including dramatic truncation of hindlimb stylopod (femur) in *Hoxa10/Hoxc10/Hoxd10* mutants [12]; of hindlimb zeugopod (tibia and fibula) in *Hoxa11/Hoxc11/Hoxd11* mutants [12]; and complete loss of all autopod elements in *Hoxa13/Hoxd13* mutants [13]. It is also clear from these studies that genes of the *HoxA* and *HoxD* clusters are primarily responsible for forelimb patterning, while *HoxC* cluster function contributes to hindlimb patterning.

The functional overlap of Hox genes is not, however, restricted to paralogous groups. There is considerable evidence showing that Hox genes flanking each other within a cluster are also functionally redundant. The amino acid sequences of the DNA binding homeodomains encoded by flanking Hox genes often approach the degree of similarity seen among paralogs. Further, flanking Hox genes sometimes show more similar expression patterns than paralogs, consistent with shared regional enhancers [14]. *Hoxa10*/*Hoxa11* trans-heterozygotes show synergistic phenotypes reflecting functional redundancy of these two flanking Hox genes [15]. Non-paralogous mutations in *Hoxa10/Hoxd11* result in forelimb defects not seen in either single mutant [16]. In addition, homeobox swap experiments have shown that the homeodomains of flanking Hox genes are often, but not always, functionally equivalent [17, 18]. In sum, it is clear that in order to fully reveal Hox functions it is necessary to mutate both paralogous and flanking Hox genes.

To achieve this end one strategy is to create LoxP mediated deletions that include multiple flanking Hox genes [19]. This approach has indeed been very informative, for example in defining novel kidney malformations resulting when several flanking HoxD genes are removed [20–22]. Nevertheless, the results are challenging to interpret because the deletion of a region of a Hox cluster removes shared enhancers, which results in misexpression of the remaining Hox genes.

An extreme example of this strategy is to use Cre/LoxP to remove an entire Hox cluster [23–25]. The results show that removal of a single Hox cluster can give a surprisingly mild phenotype. For example, HoxC cluster deletion mice survive to birth with only minor malformations apparent [24]. Seeming paradoxical, the removal of the entire HoxC cluster results in a phenotype milder in many respects than the mutation of the single *Hoxc9* gene [24]. At least in some cases there appears to be noncoding RNA mediated cross regulation between Hox clusters, such that removal of one cluster results in compensatory up-regulation of others [26]. Entire Hox cluster deletions therefore are useful, but coarse and imperfect tools for the study of Hox gene functional relationships.

In this report we used a different strategy. A novel version of recombineering allows the simultaneous introduction of frameshift mutations into multiple flanking genes [7]. In this manner we disrupted the coding regions of paralog group 9,10,11 genes of both the HoxA and HoxD clusters. With this approach the intergenic noncoding RNAs and enhancers remain intact, thereby promoting maintenance of normal Hox cluster cross regulation and normal expression of Hox genes that were not mutated. In this study we define the limb malformations that result when *Hoxa9,10,11* and *Hoxd9,10,11* are mutated.

Limbs achieve their final conformation in two stages. The first stage (from approximately E9 – E12) is characterized by formation and outgrowth of the limb bud, which determines the number of mesenchymal progenitor cells available for skeletal element condensations [27]. Limb bud outgrowth is controlled primarily by fibroblast growth factors (FGFs) emanating from the apical ectodermal ridge (AER) [28–30]. Full expression of FGFs in the AER is dependent on signals from the mesenchyme, including *Sonic hedgehog* (*Shh*) in the zone of polarizing activity (ZPA) [31]. In the second stage of limb development (from E12.5 onward), chondrocytes proliferate to extend the length of limb condensations, and then differentiate into a hypertrophic state; finally forming ossified long bones through the process of endochondral ossification [32]. Hox genes contribute to the patterning of specific limb elements via involvement in both of these stages of limb development. Deletion of the entire *HoxA* and *HoxD* clusters results in a near complete loss of forelimb skeletal elements, with significantly retarded outgrowth of the limb bud due to loss of *Shh* signaling in the ZPA and severe disruption of *Fgf8* signaling in the AER [23], as well as reduced *Grem1* expression [33].

Defects in chondrocyte differentiation leading to failure of long bone outgrowth have been observed in the zeugopods of *Hoxa11*^*−/−*^*/Hoxd11*^*−/−*^ mutant mice [34, 35]. The mesenchymal condensations giving rise to forelimb zeugopod elements initiate normally in *Hoxa11*^*−/−*^*/Hoxd11*^*−/−*^ mutants, although these condensations are smaller in mutants vs. WT mice as early as E12.5 [34]. The *Hoxa11*^*−/−*^*/Hoxd11*^*−/−*^ mutant zeugopod also initiates type II collagen expression, suggesting that there is not a defect in chondrogenesis. Analysis at later stages however, shows that chondrocyte differentiation into the hypertrophic state is severely delayed in the mutant ulna and radius [34, 35]. There is eventually some hypertrophic differentiation of *Hoxa11*^*−/−*^*/Hoxd11*^*−/−*^ mutant chondrocytes in the zeugopod, resulting in small centers of ossification in these significantly shortened bones. Interestingly, E18.5 mice with three mutant alleles of *Hoxa11* and *Hoxd11* displayed only a slight shortening of zeugopod bones but were found to have shortened growth plates and delayed ossification postnatally [34].

A key challenge in the study of Hox genes is to define their overlapping functions. To reveal redundant functions it is necessary to remove increasing layers of related Hox genes. To define their molecular mechanisms of action it is necessary to analyze the perturbed gene expression programs in Hox mutants.

In this report we examine limb development in mice with frameshift mutations in six Hox genes*, Hoxa9,10,11* and *Hoxd9,10,11*. Gross skeletal abnormalities are defined, showing a zeugopod reduction in *Hoxa9,10,11*^*−/−*^/*Hoxd9,10,11*^*−/−*^ mice that is significantly more severe than observed for *Hoxa11*^*−/−*^/*Hoxd11*^*−/−*^ mice. This indicates a minor role of the flanking *Hoxa9,10* and *Hoxd9,10* genes in zeugopod development, as well as their primary role in stylopod development. In addition, the relative contributions of the 9,10,11 paralog genes of the A and D clusters are defined, and perturbed expression of Shh and Fgf8, markers of the ZPA and AER respectively, characterized. Of particular interest, we also used laser capture microdissection (LCM) coupled with RNA-Seq to define the gene expression patterns in the zeugopods of the wild type and *Hoxa9,10,11*^*−/−*^/*Hoxd9,10,11*^*−/−*^ mutant mice. The results provide a global view of the changing gene expression programs in the normal resting, proliferative, and hypertrophic zones of the wild type developing bone. These results also define key perturbed pathways in Hox mutant limbs. In particular, we observe altered expression of a number of genes known to regulate chondrocyte or osteoblast differentiation, including *Pknox2*, *Zfp467*, *Gdf5*, *Bmpr1b*, *Dkk3*, *Igf1*, *Hand2*, *Shox2*, *Runx3*, *Bmp7* and *Lef1*. The results provide a global view of the molecular pathways and biological processes downstream of the *Hoxa9,10,11*/*Hoxd9,10,11* genes in the developing limb.

## Methods

### Mice

A modified recombineering strategy was used to generate BAC targeting constructs over 100 Kb in length that facilitated the simultaneous frameshift mutation of *Hoxa9,10,11* and *Hoxd9,10,11* genes, as previously described [7]. For each of the six mutated Hox genes the coding region of the canonical first exon was disrupted through a LoxP insertion, coupled with a small flanking deletion, resulting in a frameshift mutation [7]. All experiments were carried out with humane protocols (protocol number 2D12115) approved by the Institutional Animal Care and Use Committee.

### Skeletal staining and histological analysis

Skeletons of E18.5 embryos were stained with alcian blue (cartilage) and alizarin red following standard protocols [36]. For histological analysis, embryonic limbs were fixed in 4 % paraformaldehyde, and then processed for paraffin embedding. Hematoxylin and eosin and Safranin-Weigert staining were performed following standard protocols. For immunofluorescence, slides were probed with an antibody to Sox9 (Millipore, AB5535, 1:500), Six2 (Proteintech, 11562-1-AP, 1:100), Lef1 (Cell Signaling, 2230P, 1:100), Gas1 (R&D, AF2644, 1:100), or Runx3 (Novus, NB100-91276, 1:200). Staining of wild type and mutant sections was carried out on the same slide, and visualization carried out with the same microscope/photography settings. Antibody specificity was shown using control tissues with known expression patterns.

### Whole-mount in situ hybridization

Whole mount *in situ* hybridization was performed following standard procedures using previously described antisense riboprobes for *Shh* [37] and *Fgf8* [38]. *Hoxd12* and *Hoxd13* antisense riboprobes were generated via *in vitro* transcription of PCR products generated with the following primers: *Hoxd12*: T7 promoter *AACTAATACGACTCACTATAGGG*CCGGTTTTCAACGTGTTCTT, Sp6 promoter A*ACGATTTAGGTGACACTATAG*GATAGGTGAGGCTGGAGCAG, *Hoxd13*: T7 promoter *AACTAATACGACTCACTATAGGG*CCAGGCCAGTATGAGGAAAA, Sp6 promoter A*ACGATTTAGGTGACACTATAG*CCCCCAAATGAATTTCAGAA.

### Laser capture microdissection and RNA isolation

Forelimbs were dissected from E15.5 embryos, placed in ice-cold PBS, and washed 3× in OCT before embedding in OCT and flash frozen. Limbs were then sectioned at 10 μM thickness onto membrane slides (Applied Biosystems) and stored at −80 °C. LCM of resting, proliferative, and hypertrophic zeugopod chondrocytes from WT (*n* = 3) and undifferentiated chondrocytes from *aadd* mutants (*n* = 3) was performed with the Arcturus Veritas system. The cells isolated were predominantly chondrocytes, but with some perichondrial contribution. Captured cells were immediately transferred into 50 μL of lysis buffer (0.05 % SDS, 5 mM Tris pH 7), vortexed and frozen at −80 °C until RNA isolation with Qiagen RNeasy Mini kit. RNA quality and concentration were assessed using Agilent RNA 6000 Pico Chip on the Agilent 2100 Bioanalyzer.

### RNA-Seq

Total RNAs (20 ng/sample) from the chondrocyte populations isolated via laser capture microdissection were prepared for RNA-Seq using the NOvation® RNA-Seq System V2 (NuGen). Data was analyzed in GeneSpring 12.6.1 as previously described [39]. Bam files were generated using mouse build mm10. Data was filtered on read quality metrics, including removal of reads aligning to more than one position in the genome, and duplicate reads. Data was filtered on expression level, requiring at least 5 NRPKM in three samples. Analyses were carried out with both ANOVA (all samples) and moderated T-test (two way comparisons), requiring *P* < 0.05. The *aadd* versus wild type comparison was also carried out with Audic Claverie Test pooled RNA-Seq reads (*P* ≤ 0.05), which detected more differences than the moderated T-test. Various fold change criteria were used as described in the text. Gene Ontology analysis was carried out with ToppGene (https://toppgene.cchmc.org) [40]. Data was deposited in the GEO database [GSE66679].

## Results and discussion

### Gross analysis of *Hoxa9,10,11*/*Hoxd9,10,11* mutant limbs

We used a novel recombineering strategy to introduce small deletion/frameshift mutations into the first exons of each of the *Hoxa9*, *Hoxa10*, *Hoxa11*, *Hoxd9*, *Hoxd10* and *Hoxd11* genes as previously described [7]. By using BAC targeting constructs over 100 Kb in length it was possible to simultaneously target three flanking Hox genes. In this report mice with homozygous mutation in all three flanking *Hoxa9,10,11* genes are referred to as *aa, Hoxd9,10,11*^−/−^*mice are dd,* and mice double homozygous mutant for both *Hoxa9,10,11* and *Hoxd9,10,11* are *aadd*, while wild type mice are *AADD*.

Double homozygous mutation of the two paralogous genes *Hoxa11* and *Hoxd11* results in severe shortening of the radius and ulna [11, 34]. But even *Hox11* triple mutants, with all paralog group 11 genes mutated (*Hoxa11*, *Hoxc11* and *Hoxd11*), retain small centers of ulna and radius ossification [12]. It was therefore interesting that the E18.5 *aadd* mutant skeletons showed near complete loss of forelimb zeugopod elements, with only very small cartilage remnants of ulna and radius (Fig. 1g vs. WT in Fig. 1a). This indicates a supporting role for flanking *Hox9* and *Hox10* paralog group genes in patterning of the zeugopod, in addition to their primary function in stylopod development. These results confirm and extend previous observations. *Hox10* triple mutants show modest shortening of the forelimb zeugopod as well as the predicted more severe shortening of the stylopod, [12]. Further, mice null for the entire *HoxA* cluster in the limb show defects in the zeugopod that are more severe than those observed in *Hoxa11* mutants, suggesting the participation of flanking genes on the *HoxA* cluster [23].

**Fig. 1:**
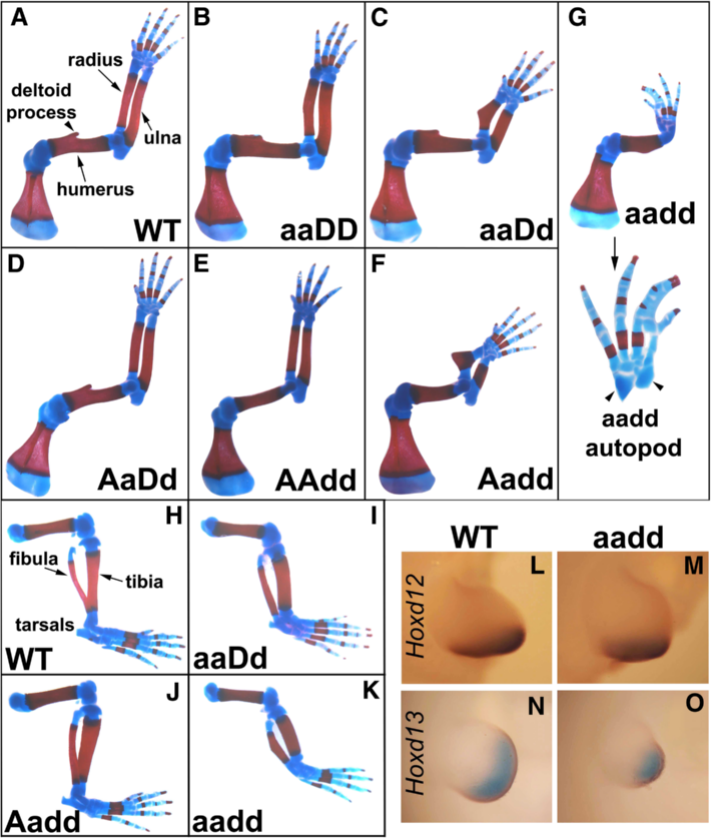
Limb malformations in mice with mutations of *Hoxa9,10,11* and *Hoxd9,10,11*. **a**–**k**: Alcian blue (cartilage) and Alizarin red [52] staining of E18.5 limbs. **a**–**g** Forelimb **a**: wild type, note size of radius, ulna, humerus, and deltoid process. **b**: *Hoxa9,10,11* ^−/−^, thickening of the radius and ulna. **c**: *Hoxa9,10,11* ^−/−^;*Hoxd9,10,11* ^+/−^, thickening and shortening of the radius and ulna, slight outgrowth of the radius. **d**: *Hoxa9,10,11* ^+/−^;*Hoxd9,10,11* ^+/−^, comparable to wild type in size and shape. **e**: *Hoxd9,10,11* ^−/−^, thin humerus, and absent deltoid process. **f**: *Hoxa9,10,11* ^+/−^;*Hoxd9,10,11* ^−/−^, absent deltoid process, severe shortening of the radius and ulna, large outgrowth on the radius. **g**: *Hoxa9,10,11* ^−/−^;*Hoxd9,10,11* ^−/−^ absent deltoid process, near absence of the radius and ulna, syndactyly of digits 2 and 3. **h**–**k** Hindlimb **h**: Wild type, note size and separation of tibia, fibula, and tarsals. **i**: *Hoxa9,10,11* ^−/−^;*Hoxd9,10,11* ^−/−^, Complete distal separation and thickening of the tibia and fibula. **j**: *Hoxa9,10,11* ^+/−^; *Hoxd9,10,11* ^−/−^, thickening of the tibia and fibula. **k**: *Hoxa9,10,11* ^−/−^;*Hoxd9,10,11* ^−/−^, Shortening, thickening, and separation of the tibia and fibula, absence of tarsal. **l**–**o**: *In situ* hybridization of E11.5 forelimb bud. **l**–**m** Hoxd12 *in situ* probe. **l**: wild type. **m**: *Hoxa9,10,11* ^−/−^;*Hoxd9,10,11* ^−/−^. **n**–**o** *Hoxd1*3 *in situ* probe. **n**: wild type. **o**: *Hoxa9,10,11* ^−/−^;*Hoxd9,10,11* ^−/−^. Note similar expression levels in mutants

The *aadd* forelimb also displayed a shortened humerus, which is predicted by the mutation of 9 and 10 paralog genes (Fig. 1g). Notably, however, the *aadd* stylopod mutant phenotypes were milder than might have been expected, given that both paralog 9 and 10 genes of the Hox A and D clusters were mutated. The *Hoxa9*^−/−^/*Hoxd9*^−/−^ mutant humerus shows a mild shortening and reduced deltoid tuberosity [41]. Similar, the *Hoxa10*^−/−^/*Hoxd10*^−/−^ mutants also show stylopod shortening and in this case complete loss of the deltoid tuberosity [12]. The *aadd* humerus shows shortening that appears, based on published images, somewhat more severe than either the *Hoxa9*^−/−^/*Hoxd9*^−/−^ or *Hoxa10*^−/−^/*Hoxd10*^−/−^ mutants, as well as loss of the deltoid tuberosity, but not the level of synergistic severity that one might expect.

As expected, with the known restricted role of HoxC genes in hindlimb development, the hindlimb malformations in *aadd* mice were much milder than for forelimb, with a zeugopod that was somewhat shortened and misshapen (Fig. 1k vs. WT in Fig. 1h).

We also found a number of autopod defects in the *aadd* mutant forelimb; including fusion of digits 2 and 3, and loss or fusion of several wrist bones (Fig. 1g). Although fusion of carpal bones and shortening of phalanges have been reported in mice with targeted mutations in *Hoxa11* [9] and *Hoxd11* [10], respectively, major autopod defects typically occur only upon mutation or misexpression of Hox12 or Hox13 genes. Therefore, we performed whole mount *in situ* hybridization for *Hoxd12* and *Hoxd13* on E11.5 embryos, looking for possible secondary changes in their expression patterns. We found no detectable difference in the intensity of *Hoxd12* or *Hoxd13* expression in *aadd* mutant limb buds (Fig. 1m, o) compared to WT (Fig. 1l, n). Nevertheless, the mutant limbs were somewhat altered in shape, raising the possibility that the relative domains of *Hoxd12* or *Hoxd13* expression were changed. Of interest, a previous report using a series of mutant mice with five nested HoxD gene deletions concluded that Hox paralog groups 10, and 11 contribute to autopod development [42].

We also found evidence of functional overlap among flanking Hox genes through analysis of mutant limbs with additional mutant allele combinations. Although newborn mouse skeletons missing three alleles of *Hoxa11/d11* have near normal length forelimb zeugopod bones [34], we found a significantly shortened zeugopod and misshapen radius in both *aaDd* and *Aadd* (9-allele mutant) E18.5 mice (Fig. 1c, f). This further shows that the paralog group 9 and 10 Hox genes contribute significantly, along with group 11, to zeugopod development. *Aadd* mutant hindlimbs were normal (Fig. 1j), and only minor thickening of the tibia and fibula were observed in the *aaDd* mutant (Fig. 1i).

The *Aadd* and *aaDd* mutant phenotypes indicate that the *Hoxd9,10,11* genes play a more important role in forelimb patterning than the *Hoxa9,10,11* genes. First, the ulna and radius of *Aadd* mutants were consistently shorter than in *aaDd* mutants (compare Fig. 1f with 1c). Second, the humerus of the *Aadd* mutant forelimb was significantly shortened and lacked the characteristic deltoid process normally found on this bone (Fig. 1f). In addition, we observed a thinned or shortened humerus missing the deltoid process in 30 % of *AAdd* mutants (data not shown and Fig. 1e). The *aaDD* mutant forelimbs displayed some minor abnormalities including thickening of zeugopod bones and wrist bone fusions (Fig. 1b). Interestingly, we found no abnormalities in forelimbs of *AaDd* mutants (Fig. 1d), consistent with some specific HoxA and HoxD functions, in addition to their strongly overlapping roles.

### ZPA and AER signaling is disrupted in *Hoxa9,10,11/Hoxd9,10,11* mutant forelimbs

To determine the effect of *Hoxa9,10,11/Hoxd9,10,11* mutations on factors governing limb bud outgrowth at early stages, we performed whole mount *in situ* hybridization for key signaling molecules in the ZPA (*Shh*) and the AER (*Fgf8*) in E10.5 embryos. Similar to a previous study looking at *Shh* signal in forelimb buds of mutants with increasing depletion of entire *HoxA/D* cluster genes [23], we found a dose—response relationship between the number of intact *Hoxa/d9,10,11* genes and the strength of *Shh* signal in the ZPA at E10.5 (Fig. 2). The *aadd* mutants showed very weak *Shh* expression (Fig. 2e), while both *aAdd* and *aaDd*, displayed somewhat reduced *Shh* expression domains (Fig. 2b, d) compared to WT (Fig. 2a). It is interesting that such reduced SHH expression as observed in *aadd* mutants still supports limb development to the degree observed.

**Fig. 2:**
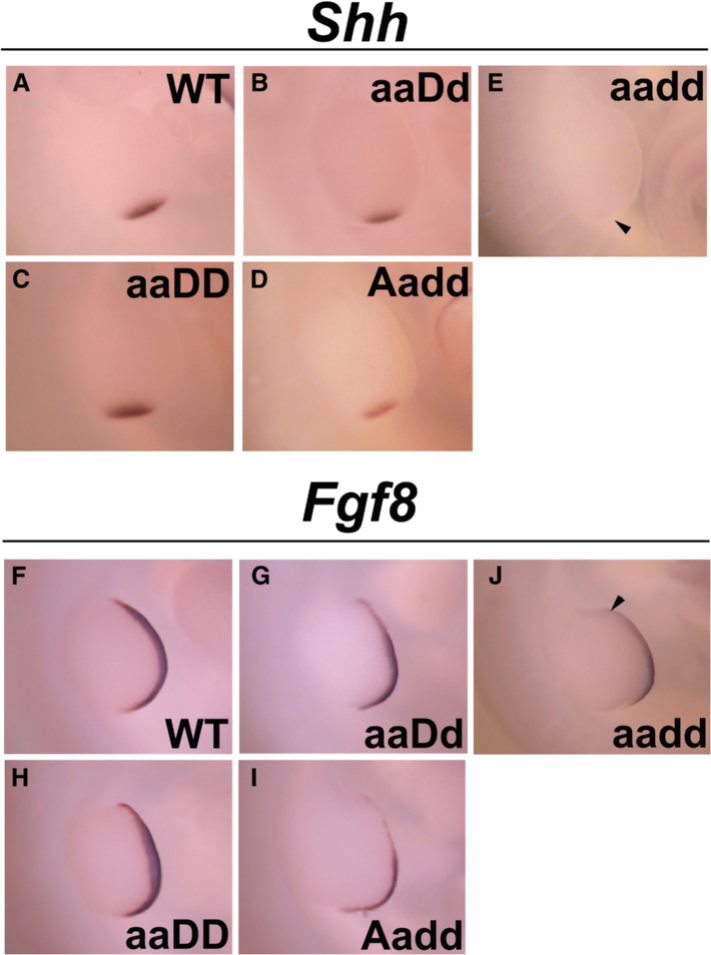
Altered *Shh* and *Fgf8* expression in E10.5 *Hoxa9,10,11*/*Hoxd9,10,11* mutants. **a**–**e**: Shh expression in the ZPA. **a**: Wild type. **b**: *Hoxa9,10,11* ^−/−^;*Hoxd9,10,11* ^+/−^, reduced expression level. **c**: *Hoxa9,10,11* ^−/−^, normal expression. **d**: *Hoxa9,10,11* ^+/−^;*Hoxd9,10,11* ^−/−^, decreased expression. **e**: *Hoxa9,10,11* ^−/−^;*Hoxd9,10,11* ^−/−^, nearly absent expression, arrowhead pointing to ZPA. **f**–**j**: *Fgf8* expression in the AER. **f**: Wild type. **g**: *Hoxa9,10,11* ^−/−^;*Hoxd9,10,11* ^+/−^, reduced anterior expression. **h**: *Hoxa9,10,11* ^−/−^, normal expression. **i**: *Hoxa9,10,11* ^+/−^;*Hoxd9,10,11* ^−/−^ reduced and patchy expression. **j**: *Hoxa9,10,11* ^−/−^;*Hoxd9,10,11* ^−/−^, Decreased expression, arrowhead pointing to anterior edge of the AER, where expression was most severely reduced

As *Shh* signaling is necessary for proper expression of FGFs in the AER [43], we next looked at *Fgf8* expression in *Hox9,10,11* mutant E10.5 limb buds. Unlike the WT, which showed strong, uniform *Fgf8* expression along the length of the AER (Fig. 2f), *aadd* mutants displayed decreased patchy expression with a faint anterior domain (Fig. 2j). Interestingly, even though there was a clear difference in strength of *Shh* signal in *aadd* vs. *Aadd* and *aaDd* mutants, we did not observe significant difference in *Fgf8* expression among these mutants. Both *aaDd* (Fig. 2g) and *Aadd* mutants (Fig. 2i) showed the same diminished anterior AER expression of *Fgf8* seen in *aadd* mutants. In *aaDD* mutants, which have near normal length forelimb skeletal elements, *Fgf8* expression appeared normal (Fig. 2h).

There is an interesting cross-regulatory loop between SHH and Hox genes. *Shh* mutation perturbs Hox expression [31] and Hox genes are also upstream of *Shh* expression. Hoxd10*,* and Hoxd1*3* proteins bind directly to the *Shh* long-range enhancer to regulate *Shh* expression [44]. A separate study showed that Hoxd12 and Hoxd13 activate *Shh* expression in the ZPA [45]. The strong reduction of *Shh* expression in the *aadd* ZPA demonstrates the dominant role of the Hox9,10,11 genes in *Shh* regulation. The observed remaining minimal expression of *Shh* in *aadd* mutants is likely due, at least in part, to the continued presence of Hoxd12 and Hoxd13. And the reduced *Shh* expression in the *aadd* mutants could result in subtle changes in *Hoxd12* and/or *Hoxd13* expression not readily detected by our *in situ* hybridizations that are then responsible for the observed autopod defects.

### Zeugopod elements initiate in *aadd* mutants but the resulting chondrocytes fail to differentiate

We next investigated whether the mesenchymal condensations of the zeugopod initiate properly in *aadd* mutants. Immunostaining for Sox9 in sections of E12.5 forelimb buds showed clear condensations of proliferating chondrocytes for ulna, radius, and humerus in WT embryos (Fig. 3a, b). The *aadd* mutant limb buds also showed a clear humerus condensation, which was then bifurcated into two small elements, the ulna and radius, before further branching into the digits of the autopod (Fig. 3c, d). Although present at E12.5, the zeugopod condensations were already clearly smaller in the mutant compared to WT, with the ulna most severely reduced in size.

**Fig. 3:**
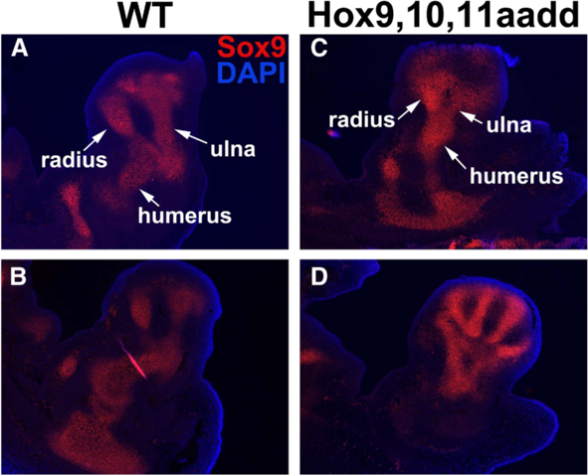
Reduced ulna and radius in *Hoxa9,10,11* ^*−/−*^;*Hoxd9,10,11* ^*−/−*^ mutants at E12.5. **a**–**b** wild type, note radius and ulna size. **c**–**d** *Hoxa9,10,11* ^−/−^;*Hoxd9,10,11* ^−/−^, smaller ulna and radius, with the ulna more severely reduced. Two sections of each are shown to give a more complete view of the malformations. Cartilage is visualized with Sox9 immunostain (*red*). Cell nuclei are visualized with DAPI stain (*blue*)

Analysis of limbs at later stages showed that the chondrocytes in the initial zeugopod condensations in *aadd* forelimbs failed to progress normally in development. The WT E14.5 forelimb showed strong Safranin-Weigert staining in the ulna and radius with obvious morphological differences between resting chondrocytes at the ends of the developing long bones, the more medial proliferating chondrocytes and the hypertrophic chondrocytes located toward the center (Fig. 4a). In contrast, the *aadd* mutants showed very little Safranin-Weigert staining of zeugopod chondrocytes at E14.5 (Fig. 4d). The *aadd* mutant zeugopod chondrocytes appeared histologically to most closely resemble the resting phase of the wild type. The *aadd* mutant stylopod displayed strong staining although this element was clearly small and misshapen compared to the WT (Fig. 4d).

**Fig. 4:**
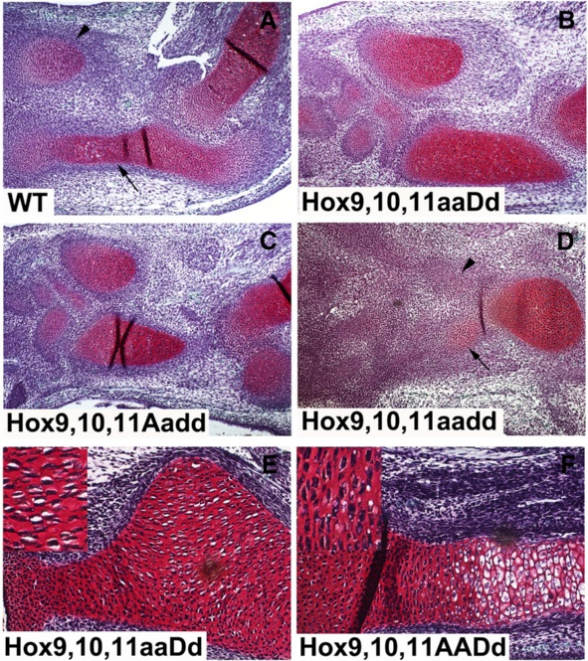
Safranin-Weigert staining of Hox mutant limbs. Arrowhead: radius, Arrow: ulna. **a**–**d**, E14.5. **a**: Wild type, note resting chondrocytes near ends, the proliferative zone more medial, and the hypertrophic compartment, with white spaces. **b**: *Hoxa9,10,11* ^−/−^;*Hoxd9,10,11* ^+/−^, shorter and thicker radius and ulna. **c**: *Hoxa9,10,11* ^+/−^;*Hoxd9,10,11* ^−/−^, shorter and thicker radius and ulna. **d**: *Hoxa9,10,11* ^−/−^;*Hoxd9,10,11* ^−/−^, nearly absent radius and ulna, with only resting chondrocyte morphology. **e** and **f**, E15.5. **e**: *Hoxa9,10,11* ^−/−^;*Hoxd9,10,11* ^+/−^, cells present in outgrowth of radius are rotated 90° (insert). **f**: *Hoxd9,10,11* ^+/^-, normal cell orientation and differentiation compartments (insert)

Safranin-Weigert staining of E14.5 *aaDd* (Fig. 4b) and *Aadd* (Fig. 4c) limbs showed a more normal zeugopod although clearly stunted compared to WT. The radius was also misshapen, displaying a characteristic kink in both *aaDd* and *Aadd* mutants. Interestingly, Safranin-Weigert staining at E15.5 revealed a 90° rotation of the columnar pre-hypertrophic chondrocytes in the *aaDd* mutant compared to WT (Fig. 4e vs. 4f). This rotation was also observed in the *Aadd* mutant radius, and suggests that these Hox genes can affect the orientation of chondrocyte cell division.

### RNA-Seq profiling of chondrocytes in WT and *aadd* mutant zeugopods

LCM was used to obtain compartment specific samples from the resting, proliferating, and hypertrophic chondrocyte regions of WT E15.5 zeugopod. 

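RNA-Seq values were deposited for 12 libraries, 3 each from the resting, proliferative and hypertrophic compartments of WT E15.5 zeugopod and 3 from the chondrocytes of *aadd* zeugopods. The GEO labels call the hypertrophic samples hyperproliferative and give the *aadd* samples the compartment name resting. The compartment names of the paper are used here. Each library was made from 20 ng of total RNA taken by laser capture microdissection (LCM). The authors removed low-quality, multiply aligned and duplicate reads, aligned to mouse build mm10, and gave expression for 36186 gene rows as NRPKM, RPKM values normalized further between libraries. The paper does not state the aligner or how the libraries were scaled to each other.
The depth behind the values was read from 1398 single-exon genes of the sensory receptor and keratin-associated families, whose most frequent value marks 1 read. It came to 2400000 to 2960000 reads for WT resting (median 2560000), 1890000 to 2620000 for WT proliferative (median 1920000), 2340000 to 3240000 for WT hypertrophic (median 2980000) and 2200000 to 2870000 for *aadd* (median 2790000). At this depth, 1 read on a transcript of 1 kb is worth between 0.309 and 0.529 NRPKM. The expected sampling error from such numbers covers counting only.
The mutated genes carry frameshifts in their first exons, which need not remove their transcripts. In the 3 *aadd* libraries, *Hoxa9* was listed at 15.2, 19.7 and 17 NRPKM, *Hoxa10* at 12.2, 6.93 and 15.9, *Hoxa11* at 11.1, 5.17 and 10, *Hoxd9* at 22.5, 23.2 and 29.6, *Hoxd10* at 47.3, 39.6 and 52.1 and *Hoxd11* at 25.1, 30 and 35.4. The 3 WT resting libraries had a mean of 16.9 ± 6.67 NRPKM (SD, n = 3) for *Hoxa9*, 18.3 ± 6.01 NRPKM for *Hoxa10*, 21.6 ± 9.67 NRPKM for *Hoxa11*, 6.85 ± 1.7 NRPKM for *Hoxd9*, 15.9 ± 6.35 NRPKM for *Hoxd10* and 5.82 ± 1.49 NRPKM for *Hoxd11*. Every *aadd* library lay above all 9 WT libraries for *Hoxd9*, *Hoxd10* and *Hoxd11*. For *Hoxa11* every *aadd* library lay below the 3 WT resting libraries, although *Hoxa11* shares its position with the antisense gene *Hoxa11os* and the paper does not state whether strand was used. *Hoxa9* and *Hoxa10* overlapped between the groups.
Genes with at least 5 NRPKM in at least 3 of the 12 libraries, 10936 in all, were tested on log2(NRPKM + 0.1) with limma, a linear model that shares variance information between genes. Fold changes are on this scale, except those given as a bound against 3 reads, and those of genes with a few reads depend on the 0.1 added. Ranges of the adjusted *P* over the alternatives come from fits that kept all libraries. They do not cover the fits that left out 1 library.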

Due to the histologic homogeneity and small size of *aadd* mutant zeugopods the entire chondrocyte population was taken as a single sample. Isolated samples were primarily chondrocytes, but included some flanking perichondrial contribution. This approach promotes discovery of gene expression differences in the perichondrium, where Hox gene is strongest [46], as well as the forming chondrocytes, where the resulting downstream phenotypic consequences of Hox mutation are most pronounced. It is important to note that most of the gene expression difference detected likely reflect downstream events in chondrocytes and not direct Hox targets within the perichondrium. 

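The cartilage collagen gene *Col2a1* was at 799 to 1410 NRPKM in the 3 WT resting libraries, at 894 to 1530 in the WT proliferative, at 245 to 898 in the WT hypertrophic and at 720 to 1070 in the *aadd* libraries. *Acan*, which encodes the cartilage proteoglycan aggrecan, was at 212 to 311, 248 to 407, 60 to 222 and 148 to 217 NRPKM in the same order. The widest range was in the hypertrophic group, where replicate 1 had 222 NRPKM of *Acan* and replicates 2 and 3 had 60 and 88.7.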

RNA-Seq was performed on three independent sets of WT and *aadd* compartments.

The resulting RNA-Seq data defines the WT changing gene expression programs as cells progress from the resting to proliferative and hypertrophic phases of normal bone development. 

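Over the 10936 genes tested, the mean profiles of WT resting and WT proliferative differed by a root mean square log2 difference of 0.666, those of WT proliferative and WT hypertrophic by 0.840 and those of WT resting and WT hypertrophic by 1.043. Between single libraries of one compartment the same measure was 0.588 to 0.726 in WT resting and 0.799 to 0.861 in WT proliferative. In WT hypertrophic it was 0.613 between replicates 2 and 3, and 1.037 and 1.11 between replicate 1 and each of them. Distances between single libraries hold more replicate noise than those between mean profiles. WT resting libraries lay 0.537 to 0.652 from the mean of the others in their compartment and 0.73 to 0.793 from the WT proliferative mean. For WT proliferative libraries the values were 0.706 to 0.759, and 0.733 to 0.887 from the WT resting mean.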

In comparing WT resting and proliferative compartments 347 genes with differential expression were identified (*P* ≤ 0.05, FC ≥ 2) (Additional file 1: Table S1). 

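With the paper's criteria, 605 of the 10936 genes tested differed between the WT proliferative and WT resting compartments, 280 of them higher and 325 lower in the proliferative. After Benjamini-Hochberg adjustment in limma, 68 genes had an adjusted *P* under 0.05. Same-numbered WT resting and WT proliferative libraries deviated together from their group means, and with the replicate number as a block 9 genes had an adjusted *P* under 0.05. Of the 605 genes, 536 had all 3 libraries of one compartment above all 3 of the other, which their selection on these libraries makes likely. Across all genes tested 24% were separated in this way, where chance gives 10%. With 3 libraries against 3, an exact two-sided permutation test cannot give a *P* below 0.1 for any gene. The choice that moved the number of genes most was the filter on low values, without which 1495 genes of 23070 passed. Without the filter 940 of the 1495 were higher in the proliferative compartment. Quantile normalization gave 358 of 612 genes (58.5%) higher in place of 46.3%, and the fit without WT proliferative replicate 1 gave 290 of 809. Table S1 gives 347 genes, and 332 of these are among the 605.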

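At an FC of at least 5, 99 genes passed between WT proliferative and WT resting, 59 higher and 40 lower in the proliferative. A pseudocount of 1 in place of 0.1 left 59 genes (29 higher and 30 lower), and the filter taken over the 6 libraries compared left 52 (29 and 23). Without the filter 385 passed (283 and 102). Among the genes with an adjusted *P* under 0.05 and no overlap between the compartments, the largest rise was that of *Gm10629*, whose row overlaps that of *Smpd3*. It had at most 2.1 reads in any WT resting library and was at least 41.3-fold higher in WT proliferative, or at least 28.9 to 49.1-fold with 1 library left out (limma, adjusted *P* of 0.024, and 0.047 with the replicate block, in a range of 0.0053 to 0.086 over the alternatives). After it and *Ihh* came *Alpl*, with 41.9 ± 21.5 NRPKM (SD, n = 3) in WT proliferative against 0.914 ± 0.614 NRPKM in WT resting (adjusted *P* of 0.023, and 0.069 with the block, in a range of 0.0023 to 0.081), *Smpd3*, with 125 ± 40.9 NRPKM against 4.44 ± 1.06 NRPKM (adjusted *P* of 0.0079, and 0.032 with the block, in a range of 0.00061 to 0.032), and *Ibsp*, with 177 ± 97.9 NRPKM against 5.97 ± 0.864 NRPKM (adjusted *P* of 0.014, and 0.05 with the block, in a range of 0.00086 to 0.063). The T-box gene *Tbx4* fell by 3.44 on the log2 scale, from 8.28 ± 2 NRPKM to 0.745 ± 0.48 NRPKM (limma, adjusted *P* of 0.035, and 0.089 with the replicate block, in a range of 0.0077 to 0.11 over the alternatives). The other genes with the largest falls were 4 microRNA loci with at most 6 reads in any WT resting library and none in WT proliferative, for which no fold is given. With the block their adjusted *P* ran from 0.031 to 0.08, in a range of 0.00014 to 0.16 over the alternatives. In lists of marker genes set before the data were examined, hypertrophic chondrocyte genes had a median log2 change of 3.49. Osteoblast genes had one of 1.5, and these lists share 3 genes. Cell cycle genes had one of -0.05, at percentile 32.37 of random lists matched on mean expression.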

A heatmap of 40 genes with FC ≥ 5 is shown in Fig. 5. ToppGene was used to define the distinct molecular functions and biological processes of the resting and proliferative zones (Additional file 2: Table S2). 

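Between WT hypertrophic and WT proliferative, 1057 of the 10936 genes tested passed the same criteria, 582 of them higher and 475 lower in the hypertrophic compartment. No gene had an adjusted *P* under 0.05 in limma, while 2115 had an unadjusted *P* up to 0.05. Of the 1057 genes, 861 had no overlap between the 6 libraries, which their selection on these libraries makes likely. Of all genes tested 24.2% had none, where chance gives 10%. Leaving out hypertrophic replicate 1 moved the numbers of genes most. Without it 2007 genes passed, 1905 with an adjusted *P* under 0.05. Without any other library between 658 and 1113 genes passed, at most 4 with an adjusted *P* under 0.05. With no library left out, 705 genes had an adjusted *P* under 0.05 when all 12 libraries shared one fit. The number was 45 without the filter on low values. It was 34 with at least 5 NRPKM required in all 3 libraries of a group, a filter chosen after seeing the data. Of the 638 genes in Table S3, 619 are among the 1057.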

A similar comparison of the WT hypertrophic versus WT proliferative compartments revealed 638 genes with FC ≥ 2 (Additional file 3: Table S3). The 36 genes with FC ≥ 10 are shown in the heatmap of Fig. 6. 

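An FC of at least 10 was reached by 82 genes in this comparison. Without hypertrophic replicate 1 the number was 199, and a pseudocount of 1 left 18. The largest rises among genes with no overlap were those of *Gpihbp1*, *Atp6v0d2*, *Fabp4*, *Itga2* and *Mmp9*. *Gpihbp1* had at most 1.8 reads in each WT proliferative library, and its hypertrophic mean of 12.1 ± 10.5 NRPKM (SD, n = 3) was at least 21.6-fold higher than 3 reads would give. Leaving out hypertrophic replicate 2 gave a bound of 10.8-fold, and other libraries up to 27.6-fold. *Mmp9*, which encodes a matrix metalloproteinase, was at 10.3 NRPKM in hypertrophic replicate 1 and at 422 and 378 in replicates 2 and 3, against 5.74 ± 3.52 NRPKM in WT proliferative. Its log2 fold change was 4.62, and 3.71 to 6.38 over the fits that each left out 1 library. It no longer passed without proliferative replicate 2 (3.91), hypertrophic replicate 2 (3.71) or hypertrophic replicate 3 (3.79). *Itga2* was at 39 ± 24.7 NRPKM against 1.1 ± 0.372 NRPKM. The 5 largest falls among genes with no overlap were those of microRNA loci, which rest on at most 19.2 reads per proliferative library.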

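Table S4 lists 49 genes for cell adhesion, 50 for positive regulation of signaling, 45 for cell migration and 31 for vasculature development. The study chose these genes on the same libraries, so their values describe the lists and are not independent evidence. For cell adhesion, 47 genes were matched and all were higher in the hypertrophic mean, with a median log2 fold change of 1.92. The 46 genes matched for signaling had a median of 1.61, the 42 for cell migration 1.95 and the 31 for vasculature development 1.87, again all higher. In hypertrophic replicate 1 the medians over the proliferative mean were 1.34, 1.24, 1.36 and 1.44 in the same order, and in replicate 3 they were 2.18, 2.06, 2.17 and 2.16.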

Functional enrichment analysis revealed increased expression in the hypertrophic compartment of genes involved in cell adhesion, signaling, cell migration and vasculature development (Additional file 4: Table S4).

**Fig. 5:**
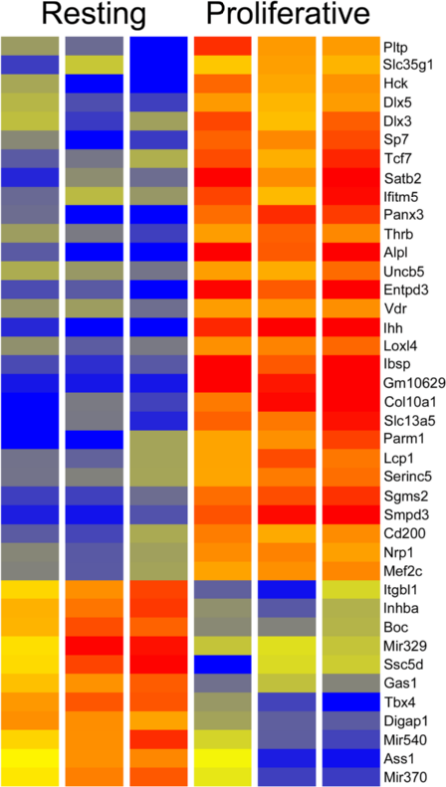
Heatmap comparing wild type resting and proliferative compartments. The 40 genes with the greatest fold change (≥5) are shown. This provides an RNA-Seq analysis of the changing gene expression programs as cells transition from the resting to the proliferative compartments. Red reflects strong, blue represents weak, and yellow indicates intermediate expression

**Fig. 6:**
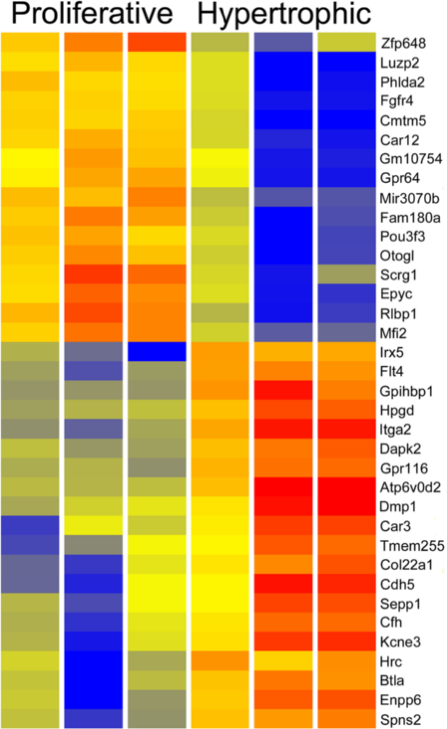
Heatmap comparing wild type proliferative and hypertrophic compartments. The 36 genes with the greatest fold change (≥10) are shown. The RNA-Seq results define the changing gene expression patterns, including growth factors, receptors and transcription factors, as cells enter the hypertrophic phase. Red reflects strong, blue represents weak, and yellow indicates intermediate expression

The LCM/RNA-Seq data described in this report provides, to our knowledge, the first RNA-Seq definition of the changing gene expression programs driving the resting, proliferative and hypertrophic compartments of WT endochondral bone development. The results identify a large number of previously defined gene expression differences, thereby providing an historic validation of the dataset. 

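Values are means ± SD of 3 libraries. Indian hedgehog, *Ihh* (gene identifier 16147), lies on chromosome 1 of mm10 from 74945318 to 74951651. It was at 29.2 ± 10.4 NRPKM in the WT proliferative compartment against 0.525 ± 0.254 NRPKM in the resting compartment, where it had between 2 and 7.1 reads per library. Its log2 fold change was 5.58 (standard error 0.39, limma adjusted *P* of 0.0087). With the replicate block the adjusted *P* was 0.054, in a range of 0.0011 to 0.054 over the alternatives. *Panx3* lies on chromosome 9 of mm10 from 37659902 to 37669222 and was at 243 ± 53.9 NRPKM in WT proliferative against 11.4 ± 8.43 NRPKM in WT resting, a log2 fold change of 4.61 (standard error 0.49, limma adjusted *P* of 0.023), or 0.073 with the replicate block in a range of 0.0042 to 0.079. The homeobox gene *Dlx5* lies on chromosome 6 of mm10 from 6877805 to 6882068 and was at 49.8 ± 6.37 NRPKM in WT proliferative against 9.36 ± 5.27 NRPKM in WT resting, a log2 fold change of 2.53 (standard error 0.37, limma adjusted *P* of 0.051). The osteoblast transcription factor gene *Sp7* lies on chromosome 15 of mm10 from 102357177 to 102366968 and was at 80.1 ± 16.4 NRPKM in WT proliferative against 6.01 ± 4.74 NRPKM in WT resting, a log2 fold change of 4.10 (standard error 0.68, limma adjusted *P* of 0.075). Over the alternatives the adjusted *P* ran from 0.0084 to 0.15 for *Dlx5* and from 0.012 to 0.18 for *Sp7*. All 4 genes had no overlap between the compartments, and each passed the criteria in all 6 fits that left out 1 library.

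**Figure D1:**
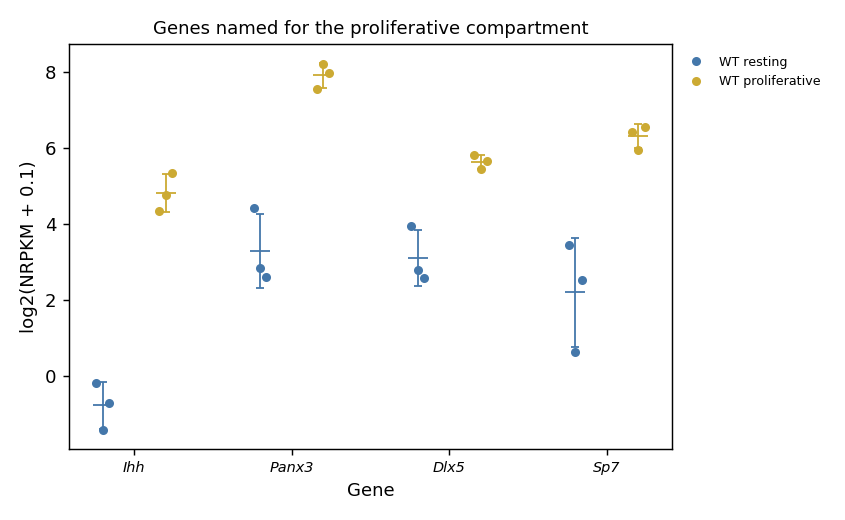
Log2(NRPKM + 0.1) of *Ihh*, *Panx3*, *Dlx5* and *Sp7* in WT resting and WT proliferative. Points are the 3 libraries of each compartment and bars are the mean ± SD. The proliferative points lie above all resting points for each gene.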

For examples, up-regulated genes in the proliferating compartment compared to resting included *Ihh* [47], *Panx3* [48], *Dlx5* [49], and *Sp7* [50]. The RNA-Seq identified genes with strongest expression in the hypertrophic compartment, again in agreement with previous studies, included *Col10a1* [50], *Flt4* (Vegf-R3) [51], and *Dmp1* [52]. 

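*Col10a1*, a collagen gene (on chromosome 10 of mm10 from 34389981 to 34397085), was at 217 ± 48.9 NRPKM (SD, n = 3) in WT hypertrophic against 84.5 ± 35.9 NRPKM in WT proliferative, with a log2 fold change of 1.45 (limma adjusted *P* of 0.18). *Flt4* (on chromosome 11 of mm10 from 49609679 to 49652739) was at 19.7 ± 3.58 NRPKM against 1.57 ± 0.652 NRPKM, with a log2 fold change of 3.64 (adjusted *P* of 0.079). For *Dmp1* (on chromosome 5 of mm10 from 104202617 to 104214102) the values were 106 ± 83.1 NRPKM and 5.07 ± 1.4 NRPKM, with a log2 fold change of 3.70 (adjusted *P* of 0.17). The SD of *Dmp1* in the hypertrophic compartment comes mostly from replicate 1, at 12.2 NRPKM against 134 and 171 in replicates 2 and 3. Every hypertrophic library lay above every proliferative library for the 3 genes, and none of them passed adjustment over all genes in this fit. Over the alternatives the adjusted *P* ran from 0.065 to 0.32 for *Col10a1*, 0.0084 to 0.25 for *Flt4* and 0.027 to 0.32 for *Dmp1*. The row of *Col10a1* overlaps that of *Nt5dc1*.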

The LCM/RNA-Seq *dataset* described in this report adds to previous microarray studies of gene expression patterns in the developing bone [53, 54].

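In the moderated F test of limma over the 4 groups, 3391 of the 10936 genes tested had an unadjusted *P* under 0.05 and 1505 had an adjusted *P* under 0.05. An FC of at least 5 between any pair of group means together with the unadjusted limit was met by 612 genes. Without the filter on low values 1633 genes met both criteria. Leaving out 1 library in turn gave 487 to 858 genes.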

ANOVA of all compartments, including both WT and *aadd*, identified 547 genes with FC ≥ 5 in any pairwise comparison. A series graph shows the gene expression relationships of compartments (Fig. 7). The hypertrophic zone shows the most divergent gene expression pattern, and the *aadd* mutant cells are clearly most similar to the resting cells of the WT, consistent with their histologic appearance. 

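Of the 612 genes that passed, the hypertrophic mean was the one farthest from the mean of the other 3 groups in 452 (73.9%), the *aadd* mean in 95, the proliferative mean in 43 and the resting mean in 22. Over all genes tested, the mean profile of WT resting was at a root mean square log2 difference of 0.632 ± 0.05 (SD, n = 3) from the *aadd* libraries, that of WT proliferative at 0.851 ± 0.021 and that of WT hypertrophic at 1.123 ± 0.016. Each of the 3 *aadd* libraries was nearest to WT resting, at 0.574, 0.663 and 0.658. The distance between single *aadd* libraries was 0.606 to 0.735, and the distances from WT proliferative and WT hypertrophic lay above that range. Every *aadd* library was also nearest to WT resting under each alternative run for the distances, with 1 minus Pearson correlation as the measure included. From the expression relationships in Fig. 7, the paper concludes that *aadd* cells are nearest to WT resting cells and relates this to their histology.

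**Figure D2:**
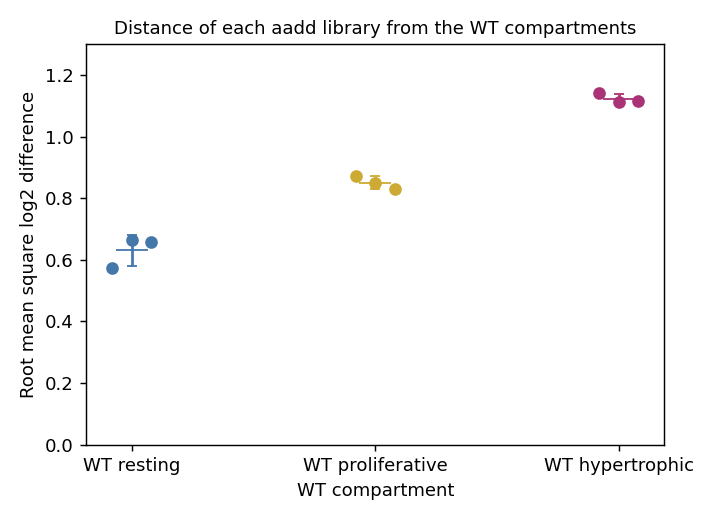
Root mean square log2 difference, over the genes tested, of each *aadd* library from the mean profile of each WT compartment. Points are the 3 *aadd* libraries and bars are the mean ± SD, with the lowest distances to WT resting.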

The proliferative cells appear intermediate in gene expression profile compared to resting and hypertrophic.

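In 442 of the 612 genes (72.2%) the proliferative mean lay between the resting and the hypertrophic mean. Over all genes tested the share was 41.9%. Hypertrophic replicate 1 was nearer to the proliferative mean, at a distance of 0.712, than to the mean of hypertrophic replicates 2 and 3, at 1.029.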

**Fig. 7:**
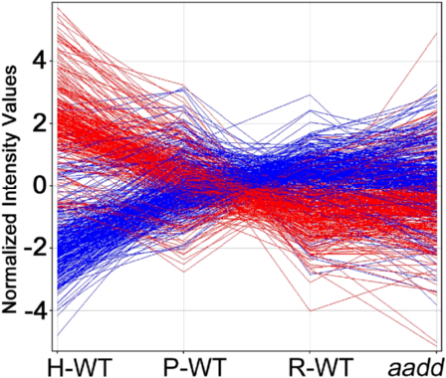
Series graph comparison of wild type and *aadd* Hox mutant gene expression profiles. The 547 genes with fold change ≥ 5 in any pairwise comparison are included. Each line represents a gene. H-WT, hypertrophic wild type, P-WT, proliferative wild type, R-WT, resting wild type, and *aadd*, double homozygous mutant for *Hoxa9,10,11* and *Hoxd9,10,11*, are shown. The hypertrophic compartment shows the most divergent gene expression pattern. The *aadd* mutant most closely resembles the resting wild type compartment of the forming bone, consistent with the histologic comparison

### Wild type versus *aadd* mutant

We compared the gene expression patterns of the *aadd* mutant and WT resting cells to better understand the nature of the mutant defect in progression to the proliferative phase. Because of the overall similarity of mutant and WT resting compartments we reduced the stringency of the screen to *P* ≤ 0.05, FC ≥ 1.5, to find as many differences as possible. This identified 845 genes with differential expression (Additional file 5: Table S5). 

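At the paper's criteria for this comparison, 717 of the 10936 genes tested passed, 413 higher and 304 lower in *aadd*. In limma, 13 genes had an adjusted *P* under 0.05, 9 of them higher and 4 lower, and with the replicate number as a block none had. Same-numbered *aadd* and WT resting libraries differ in genotype and cannot share an embryo. Their deviations had *r* of 0.071, 0.261 and -0.145. The block also leaves fewer degrees of freedom, so the loss of these genes does not show a pairing. Of the 717 genes, which were selected on these libraries, 624 had no overlap between the 3 *aadd* and the 3 WT resting libraries. This was so for 15.4% of all genes tested, where chance gives 10%. The number changed most without the filter on low values, to 1267 genes, and ranged from 547 to 997 over the fits that each left out 1 library. A split that set the 3 deepest libraries against the 3 shallowest, across genotypes, gave 929 genes. The copy of Table S5 read here holds 844 genes where the paper counts 845.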

Functional enrichment analysis identified molecular functions and biological processes and their associated genes (Additional file 6: Table S6). A more stringent screen of the data, requiring FC ≥ 3, gave 61 genes (Fig. 8).

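With an FC of at least 3, 110 genes passed between *aadd* and WT resting. The filter on low values taken over the 6 libraries compared left 68, and a pseudocount of 1 left 77. The plexin gene *Plxna4* had an adjusted *P* of 0.013 in limma (0.12 with the replicate block, in a range of 0.0025 to 0.2 over the alternatives), with 13.6 ± 1.63 NRPKM (SD, n = 3) in *aadd* against 2.59 ± 0.235 NRPKM in WT resting. It overlaps the antisense gene *Plxna4os1*. *2610528A11Rik* fell by 3.79 on the log2 scale, from 29.7 ± 16.4 NRPKM to 1.9 ± 0.491 NRPKM (adjusted *P* of 0.039, and 0.084 with the replicate block, in a range of 0.0086 to 0.13 over the alternatives). *Twist2* was at 5.62 ± 4.17 NRPKM in WT resting and 0.231 ± 0.4 NRPKM in *aadd* (adjusted *P* of 0.28), with at most 4.8 reads in any *aadd* library. *Fabp7* had at most 1.6 reads in any *aadd* library and was at least 7.82-fold lower than in WT resting, where it was at 7.27 ± 6.82 NRPKM. The bound was 3.72-fold without WT resting replicate 2, and up to 10.8-fold with another library left out. Of the other genes with the largest changes and no overlap between the groups, *Mir3058*, *Snord85* and *Snora2b* are short RNA loci with at most 7.4 reads in any library of this comparison.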

**Fig. 8:**
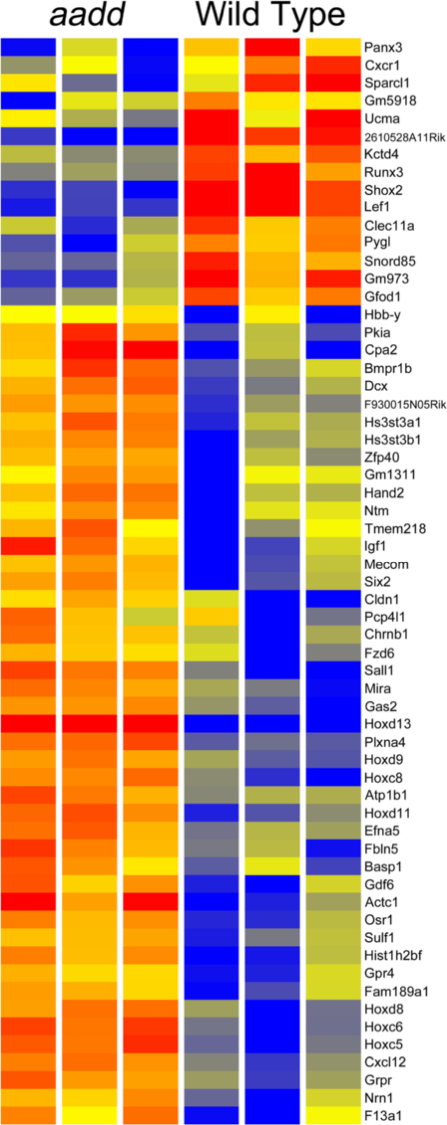
Heatmap comparison of Hox mutant and resting wild type gene expression patterns. The 61 genes with the greatest fold change (≥3) are shown. The most strongly down-regulated genes in *aadd* (*Hoxa9,10,11* ^−/−^;*Hoxd9,10,11* ^−/−^) mutants include *Lef1*, *Shox2* and *Runx3*. The most strongly up-regulated genes include *Sall1*, *Six2*, *Gas1*, *Gas2* and *Osr1*

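Among the 304 genes lower in *aadd* at the paper's criteria, *Shox2* ranked 11, *Lef1* 12 and *Runx3* 23 by log2 fold change. Among the 413 genes higher in *aadd*, *Sall1* ranked 15, *Six2* 30, *Gas2* 33, *Osr1* 42 and *Gas1* 76.

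**Figure D3:**
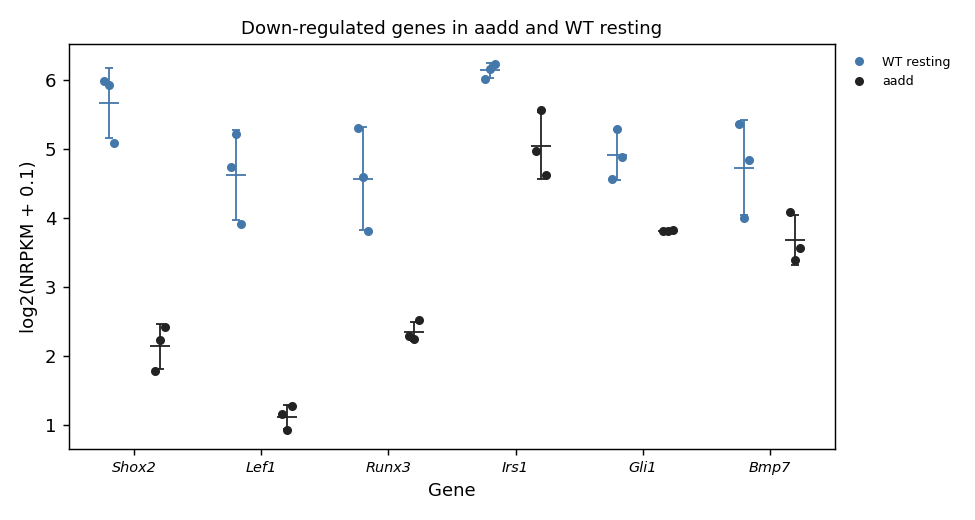
Log2(NRPKM + 0.1) of *Shox2*, *Lef1*, *Runx3*, *Irs1*, *Gli1* and *Bmp7* in WT resting and *aadd*. Points are the 3 libraries of each group and bars are the mean ± SD. The groups are apart for each gene except *Bmp7*, where the highest *aadd* library lies above the lowest WT resting library.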

### Genes with reduced expression in *aadd* mutant limbs

The LCM/RNA-Seq data identified a number of known critical regulators of limb development that were strongly down regulated in the *aadd* mutants. 

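*Shox2* (gene identifier 20429, on chromosome 3 of mm10 from 66971727 to 66981771) was at 4.37 ± 0.969 NRPKM (SD, n = 3) in *aadd* against 52.7 ± 16.5 NRPKM in WT resting, with 285.4 to 620.6 reads per WT resting library and 30.7 to 49.7 per *aadd* library. It fell by 3.53 on the log2 scale (standard error 0.30, limma adjusted *P* of 0.029, and 0.15 with the replicate block, in a range of 0.0033 to 0.15 over the alternatives), a change of 11.5-fold. With each library left out in turn the log2 fold change stayed between -3.82 and -3.35.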

The short stature homeobox gene *Shox2* was reduced in expression by about ten fold. Interestingly, *Shox* mutant phenotypes are characterized by mesomelia, with disproportionate shortening of zeugopods [55]. 

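*Runx3* (gene identifier 12399, on chromosome 4 of mm10 from 135120645 to 135177990) was at 5.01 ± 0.514 NRPKM (SD, n = 3) in *aadd* against 25.8 ± 12.9 NRPKM in WT resting. Its log2 fold change was -2.22 (standard error 0.36, limma adjusted *P* of 0.13), which is 4.66-fold. All *aadd* libraries lay below all WT resting libraries. The gene passed the paper's criteria without any 1 library, and did not pass adjustment over all genes in this fit. Its adjusted *P* ran from 0.048 to 0.32 over the alternatives that kept all libraries.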

Another transcription factor gene, *Runx3*, showed about a five fold reduction in *aadd* mutants. *Runx3* mutants show normal skeletal development, but double *Runx2/3* mutants have a complete failure of chondrocyte maturation [56], much more severe than observed for mice with only mutant *Runx2.* There is an interesting positive regulatory loop between *Shox2* and *Runx2/3*. In *Shox2* mutants both *Runx2* and *Runx3* show reduced expression [57, 58]. Conversely, *Runx2*^−/−^/*Runx3*^−/−^ mutants show reduced expression of *Shox2* [35]*.*

Hox regulation of Shox and Runx genes has been previously described. *Hoxa11*^−/−^/*Hoxd11*^−/−^ mutants show reduced expression of both *Shox2* and *Runx2* [35] and *Hoxd13* directly targets *Runx2* [59]. Of interest we observed strong down regulation of *Runx3* in *aadd* mutants, but no change in the expression *Runx2.* The reasons for the apparent discrepancy are unclear, but could relate to the distinct Hox mutations studied (*aadd*, *Hoxa11*^−/−^/*Hoxd11*^−/−^, *Hoxd13*^spdh/+^). 

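For *Runx2* (on chromosome 17 of mm10 from 44604001 to 44814797) the *aadd* mean was 24.3 ± 6.65 NRPKM (SD, n = 3) and the WT resting mean 30.6 ± 9.32 NRPKM. The log2 fold change of -0.33 had a standard error of 0.29 and an adjusted *P* of 0.77 in limma, and the libraries of the groups overlapped. The row of *Runx2* overlaps that of *Supt3*.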

In any event the combined results of multiple studies now place Hox genes upstream of the of the key *Shox2*;*Runx2/3* regulators of limb development.

Several genes important in growth factor signaling also showed reduced expression in *aadd* mutants. These included the insulin receptor *Irs1* gene, which is required for IGF1 and insulin signaling. 

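*Irs1* (on chromosome 1 of mm10 from 82233105 to 82291439) had 34.2 ± 11.7 NRPKM (SD, n = 3) in *aadd* against 70.6 ± 5.34 NRPKM in WT resting. This was a log2 fold change of -1.09 (standard error 0.26, limma adjusted *P* of 0.25) that stayed between -1.35 and -0.88 when 1 library was left out. Its row overlaps that of *Gm19537*.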

*Isr1*^−/−^ mice have shortened limbs with reduced proliferative and hypertrophic zones, resembling the *aadd* mutants [60]. The *Bmp7* gene was also down-regulated. 

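*Bmp7* (on chromosome 2 of mm10 from 172869687 to 172940293) was at 13 ± 3.39 NRPKM (SD, n = 3) in *aadd* against 28.4 ± 12.5 NRPKM in WT resting, a log2 fold change of -1.05 (standard error 0.37, limma adjusted *P* of 0.43). The libraries of the groups overlapped. The gene no longer passed the paper's criteria without the filter on low values or without WT resting replicate 1 or 3 or *aadd* replicate 2 or 3, and the log2 fold change was -1.42 to -0.74 over all fits that each left out 1 library.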

Bmp7 induces new bone formation and stimulates osteoblast proliferation and differentiation [61]. Reduced *Bmp7* expression was also previously reported in *Hoxa13* mutants [62].

*Lef1*, encoding a transcription factor effector of Wnt signaling, was reduced about ten fold in expression in *aadd* mutants. 

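*Lef1* (gene identifier 16842, on chromosome 3 of mm10 from 131110471 to 131223331) was at 2.07 ± 0.264 NRPKM (SD, n = 3) in *aadd* against 26.2 ± 11 NRPKM in WT resting. It fell by 3.51 on the log2 scale (standard error 0.33, limma adjusted *P* of 0.033, and 0.15 with the replicate block, in a range of 0.0025 to 0.15 over the alternatives), which is 11.4-fold, and had at least 34.6 reads in every *aadd* library.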

Canonical Wnt signaling promotes chondrocyte and osteoblast differentiation [63, 64]. Loss of Wnt signaling in the developing bone delays chondrocyte hypertrophy, and gives a shorter hypertrophic zone [58]. *Gli1* was also down regulated in mutants. 

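*Gli1* (on chromosome 10 of mm10 from 127329882 to 127341886) was at 13.9 ± 0.0272 NRPKM (SD, n = 3) in *aadd* against 30.6 ± 7.69 NRPKM in WT resting, a log2 fold change of -1.10 (standard error 0.21, limma adjusted *P* of 0.18) with no overlap between the libraries of the groups. Its row overlaps that of *Arhgap9*. Of the 6 genes that the paper names as down-regulated in *aadd* (*Shox2*, *Runx3*, *Irs1*, *Bmp7*, *Lef1* and *Gli1*), all passed the paper's criteria and 2 had an adjusted *P* under 0.05 over all genes tested (none with the replicate block). All 6 had one when adjusted over the list alone, which is not independent evidence because the study chose the list on these libraries.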

*Gli1* encodes a transcription factor mediating Hedgehog signaling, which is essential for osteoblast formation [47].

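*Bmp2* was at 20.6 ± 3.93 NRPKM (SD, n = 3) in *aadd* against 18.9 ± 5.27 NRPKM in WT resting, a log2 fold change of 0.14 (standard error 0.25, limma adjusted *P* of 0.89). Its direction depended on the libraries used, from -0.03 to 0.35 over the fits that each left out 1 library. *Sox9* was at 157 ± 24.7 NRPKM (SD, n = 3) in *aadd* against 163 ± 9.51 NRPKM in WT resting, with a log2 fold change of -0.07 (standard error 0.17, adjusted *P* of 0.93). Quantile normalization gave 0.01 for *Sox9*. With these standard errors, the difference in neither gene could be told from 0.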

We observed no change in the expression levels of *Bmp2* or *Sox9* in *aadd* mutant LCM samples. This is of interest because *Hoxa13* mutants show reduced expression of *Bmp2* in the autopod [62], and evidence strongly supporting Hox regulation of *Sox9 h*as been previously reported [65]. These results provide examples of Hox gene and tissue context specificity.

### Genes up-regulated in *aadd* mutant limbs

There were also a number of interesting strongly up-regulated genes in *aadd* mutants. 

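The deposited table lists 39 Hox genes, and 18 of them were higher in all 3 *aadd* libraries than in all 9 WT libraries, a position that chance gives 0.45% of genes. They were 8 of 9 genes of the HoxD cluster, 5 of 9 of HoxC, 4 of 11 of HoxA and 1 of 10 of HoxB, and 15 of them are outside the 6 mutated genes. Of the 16 Hox genes that passed the filter on low values, 10 met the paper's criteria as higher and 1, *Hoxa11*, as lower in *aadd* than in WT resting. Adjusted over the list alone 10 had an adjusted *P* under 0.05 in limma, and adjusted over all genes tested 3 had, *Hoxd13*, *Hoxd11* and *Hoxc5*, of which none had one with the replicate block.
*Hoxd13* (on chromosome 2 of mm10 from 74668310 to 74671598) was at 23.2 ± 7.09 NRPKM (SD, n = 3) in *aadd*. The WT resting libraries had 2 to 3 reads each, and the *aadd* mean was 50.3-fold the value of 3 reads (41.7 to 56.4 with 1 library left out). On the log2 scale its rise was 5.49, which is 45-fold. The limma adjusted *P* was 0.0017 (0.084 with the replicate block, in a range of 0.00012 to 0.084 over the alternatives). Against 3 reads *Hoxd12* was at least 13.5-fold higher (12.3 to 15), and it was not tested because of its low values. In *aadd* and WT resting, *Hoxc5* was at 6.61 ± 1.34 NRPKM against 1.04 ± 0.368 NRPKM (adjusted *P* of 0.049, and 0.2 with the replicate block, in a range of 0.012 to 0.48 over the alternatives), *Hoxc6* was at 14 ± 2.09 NRPKM against 2.04 ± 1.03 NRPKM (adjusted *P* of 0.096), *Hoxc8* was at 11.3 ± 1.15 NRPKM against 2.22 ± 0.86 NRPKM (adjusted *P* of 0.05) and *Hoxd8* was at 31.4 ± 4.65 NRPKM against 6.97 ± 3.02 NRPKM (adjusted *P* of 0.12). Of the mutated genes, *Hoxd9* rose by 1.87, *Hoxd10* by 1.59 and *Hoxd11* by 2.37 on the log2 scale (for *Hoxd11* an adjusted *P* of 0.039, and 0.15 with the replicate block, in a range of 0.0089 to 0.24 over the alternatives), while *Hoxa9* changed by 0.09, *Hoxa10* by -0.66 and *Hoxa11* by -1.25. The rise of *Hoxa2* no longer passed without WT resting replicate 3 (0.71) or *aadd* replicate 1 (0.83), and that of *Hoxa5* without any of 5 libraries, without the filter on low values, with quantile normalization or with all 12 libraries in the fit. With the replicate block, or without WT resting replicate 2, *Hoxa3* also passed as higher. *Hoxa10* passed as lower without WT resting replicate 3 and with library depth as a factor, an alternative chosen after seeing the data. The fall of *Hoxa11* no longer passed without the filter or without WT resting replicate 1 (-1.15) or 2 (-0.94) or *aadd* replicate 2 (-0.91). The rows of *Hoxa3* to *Hoxa6*, *Hoxc5*, *Hoxd3* and *Hoxd4* overlap other rows.

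**Figure D4:**
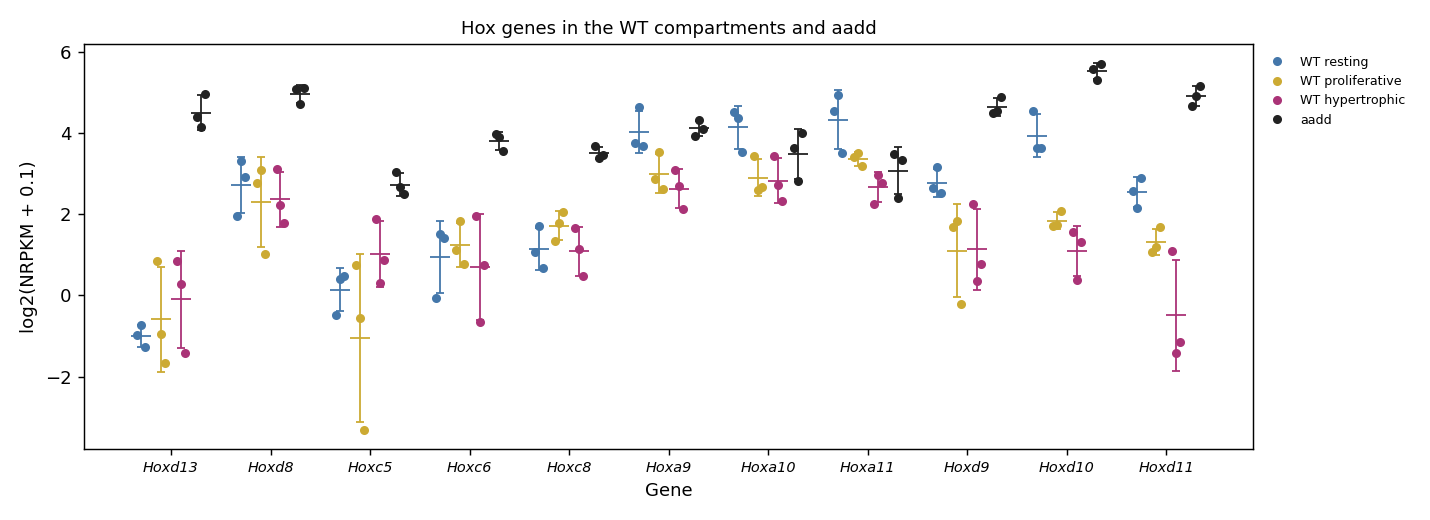
Log2(NRPKM + 0.1) of 11 Hox genes in WT resting, WT proliferative, WT hypertrophic and *aadd*. Points are the 3 libraries of each group and bars are the mean ± SD. The *aadd* points lie above all WT points for each gene except *Hoxa9*, *Hoxa10* and *Hoxa11*.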

Several Hox genes showed up-regulation, perhaps reflecting compensatory expression. We also observed a dramatic up-regulation of the homeobox transcription factor gene *Six2* in the *aadd* mutants. 

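*Six2* (gene identifier 20472, on chromosome 17 of mm10 from 85684268 to 85688254) was at 78 ± 13.3 NRPKM (SD, n = 3) in *aadd* against 19.2 ± 12.4 NRPKM in WT resting. The lowest *aadd* library lay above the highest WT resting library, with 347.8 reads or more in *aadd* and 33.2 to 170.1 in WT resting. On the log2 scale the rise was 2.27 (standard error 0.54, limma adjusted *P* of 0.25) and lay between 1.63 and 2.75 over the fits that each left out 1 library.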

*Six2* expression has been shown to prevent maturation to hypertrophic chondrocytes, and to promote chondrocyte proliferation [66]. Hox repression of *Six2* expression was previously reported in branchial arch development. In particular, *Six2* was shown to be a direct downstream target of *Hoxa2*, and ectopic expression of *Six2* in the mutant was shown to directly contribute to the mutant phenotype [67]. In contrast with what we observe in the developing limbs, in the kidney Hox11 proteins interact with Pax2 and Eya1 to drive Six2 expression [68, 69]. Activation of *Six2* by Hox11 has been shown to require domains both N- and C-terminal to the homeodomain [70].

Several additional transcription factors of known importance in limb development were up-regulated in *aadd* mutant limbs. 

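*Pknox2* (on chromosome 9 of mm10 from 36890983 to 37147314) was at 14.9 ± 1.59 NRPKM (SD, n = 3) in *aadd* against 5.38 ± 0.18 NRPKM in WT resting. Its log2 fold change of 1.45 (standard error 0.16, limma adjusted *P* of 0.041, and 0.18 with the replicate block, in a range of 0.015 to 0.23 over the alternatives) is 2.73-fold. The spread between libraries was small in both groups, and the log2 fold change stayed between 1.39 and 1.54 with 1 library left out. The row of *Pknox2* overlaps that of *Gm3896*.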

The homeobox *Pknox2* gene was elevated in expression about three fold. Transgenic overexpression of *Pknox2* in the developing limb causes dramatic shortening of the zeugopod, with chondrocyte differentiation blocked at an early stage, similar to the *aadd* phenotype [71].

The *aadd* mutants also showed up-regulation of *Zfp467,* which suppresses osteoblast differentiation [72]. In addition, *Tbx18* was up-regulated in *aadd* mutants, and *Tbx18* mutants have shortened limbs [73]. 

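*Zfp467* was at 15.9 ± 1.57 NRPKM (SD, n = 3) in *aadd* against 6.71 ± 2.12 NRPKM in WT resting, a log2 fold change of 1.27 (standard error 0.24, limma adjusted *P* of 0.18), with all *aadd* libraries above all WT resting libraries.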

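*Tbx18* had 18.2 ± 3.33 NRPKM (SD, n = 3) in *aadd* against 6.67 ± 1.47 NRPKM in WT resting. This is a log2 fold change of 1.44 (standard error 0.23, limma adjusted *P* of 0.13) without overlap between the groups.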

The *Sall1* gene also showed elevated expression in mutants. 

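*Sall1* (on chromosome 8 of mm10 from 89027243 to 89044162) had 4 to 24.1 reads per library in WT resting and 103.3 to 113.4 in *aadd*, which correspond to 0.948 ± 0.844 NRPKM and 8.05 ± 1.37 NRPKM (SD, n = 3). The log2 fold change was 3.27 (standard error 0.54, limma adjusted *P* of 0.13). Because the WT values are low it depended on the pseudocount, and a pseudocount of 1 gave 2.29. Its row overlaps that of *Gm3134*.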

*Sall1* mutation has been associated with Townes-Brocks syndrome, which can include hand and foot abnormalities, with hypoplastic thumbs, syndactyly, and fusion of wrist bones. We also observed up-regulation of *Hand2*, which is an inhibitor of Runx and inhibits osteoblast differentiation [74].

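*Hand2* was at 9.77 ± 2.34 NRPKM (SD, n = 3) in *aadd* against 2.43 ± 1.96 NRPKM in WT resting, with 1.1 to 26.3 reads per WT resting library. Its rise on the log2 scale was 2.63 (standard error 0.95, limma adjusted *P* of 0.45). It no longer passed the paper's criteria without the filter on low values, without *aadd* replicate 1 or 3, or with library depth as a factor (2.20), which was chosen after seeing the data, and was 1.41 to 3.29 over the fits that each left out 1 library.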

Several genes associated with joints were over expressed in the *aadd* mutants. 

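*Osr1* (on chromosome 12 of mm10 from 9574442 to 9581500) was at 48.7 ± 6.63 NRPKM (SD, n = 3) in *aadd* against 12.6 ± 5.53 NRPKM in WT resting. The rise was 2.01 on the log2 scale (standard error 0.30, limma adjusted *P* of 0.099), which is 4.04-fold, and every *aadd* library lay above every WT resting library.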

*Osr1* was up-regulated four fold in mutants. *Osr1* expression has been linked to reduced chondrogenesis [75]. *Osr1* and *Osr2* are normally expressed in joint forming regions [76]. Of interest, *Osr1* and *Six2*, both strongly up-regulated in the *aadd* mutants, have been shown to synergistically interact to maintain progenitor cells during kidney development [77]. *Osr1*^*−/−*^/*Osr2*^*−/−*^ double mutants show fusions of bones with absent joints, and loss of *Gdf5* expression, another marker of joint formation [76]. In the *aadd* mutants *Gdf5* expression was elevated, consistent with its positive regulation by *Osr1. 

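*Gdf5* (on chromosome 2 of mm10 from 155941025 to 155945364) was at 28.4 ± 5.39 NRPKM (SD, n = 3) in *aadd* against 11.1 ± 5.49 NRPKM in WT resting, a log2 fold change of 1.44 (standard error 0.34, limma adjusted *P* of 0.25). The groups did not overlap, and the difference passed the paper's criteria without any 1 library.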

Gdf5* is a member of the BMP family, and mutations result in reduced bone length and perturbed joint formation [78]. 

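Doublecortin, *Dcx* (on chromosome X of mm10 from 143855842 to 143933219), was at 27.2 ± 6.13 NRPKM (SD, n = 3) in *aadd* against 6.98 ± 1.93 NRPKM in WT resting. Its log2 fold change was 1.96 (standard error 0.27, limma adjusted *P* of 0.089).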

*Dcx*, normally expressed in articular chondrocytes at joints, was also strongly up-regulated [79]. Of interest, however, several other joint markers, including *Osr2, Cux1,* and *Erg,* did not show elevated expression.

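*Osr2* was at 12.9 ± 3.85 NRPKM (SD, n = 3) in *aadd* against 10.1 ± 5.85 NRPKM in WT resting (log2 fold change 0.48, standard error 0.43, limma adjusted *P* of 0.78). Without WT resting replicate 3 it passed the paper's criteria at 0.91. *Cux1* had a log2 fold change of 0.11 (adjusted *P* of 0.86) and *Erg* one of 0.15 (adjusted *P* of 0.84), neither of which passed in any fit with 1 library left out. The row of *Cux1* overlaps that of *Mir721*. The libraries of the groups overlapped for the 3 genes. The paper gives *Runx2*, *Bmp2* and *Sox9* as unchanged in *aadd*, and *Osr2*, *Cux1* and *Erg* as not elevated. None of these 6 genes passed in the comparison of the 6 libraries at the paper's criteria.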

In addition to *Gdf5* two other genes involved in BMP signaling were up-regulated in mutants, including the BMP receptor encoding gene *Bmpr1b*, which is required for osteogenesis *in vitro* [80]. 

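*Bmpr1b* (on chromosome 3 of mm10 from 141837136 to 142169218) was at 27.7 ± 11.5 NRPKM (SD, n = 3) in *aadd* against 7.74 ± 2.44 NRPKM in WT resting, a log2 fold change of 1.78 (standard error 0.38, limma adjusted *P* of 0.21).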

Of interest, the transgenic overexpression of the closely related *Bmpr1a* causes shortening of long bones [81]. 

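In the *aadd* libraries *Sulf1* (on chromosome 1 of mm10 from 12692430 to 12860372) was at 61.5 ± 5.09 NRPKM (SD, n = 3), and in WT resting at 21.1 ± 8.01 NRPKM. The log2 fold change of 1.61 (standard error 0.30, limma adjusted *P* of 0.18) no longer passed the paper's criteria when all 12 libraries shared one variance per gene, where the WT hypertrophic values of 53 ± 41.7 NRPKM entered the variance.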

*Sulf1* was also overexpressed in *aadd* mutants. *Sulf1* and *Sulf2* are functionally redundant and double mutants show a short stature phenotype [82]. Sulf1 and Sulf2 are involved in the synthesis of cell surface heparin sulfate required for the binding of the Noggin antagonist of BMP signaling [83].

The growth arrest specific genes *Gas1* and *Gas2* were also up-regulated in the mutant limbs. 

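*Gas1* (on chromosome 13 of mm10 from 60174405 to 60177535) was at 49.9 ± 2.73 NRPKM (SD, n = 3) in *aadd* against 17.5 ± 5.98 NRPKM in WT resting, a log2 fold change of 1.56 (standard error 0.26, limma adjusted *P* of 0.13), and *Gas2* (on chromosome 7 of mm10 from 51862015 to 51994458) at 37.9 ± 1.52 NRPKM (SD, n = 3) in *aadd* against 8.79 ± 4.03 NRPKM in WT resting, a log2 fold change of 2.22 (standard error 0.36, adjusted *P* of 0.13). The row of *Gas2* overlaps that of *Fancf*. No library of one group reached the values of the other for either gene.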

Gas1 is a positive component of the SHH signaling pathway and *Gas1* mutants show bone malformations [84]. *Gas2* expression is highly correlated with apoptosis [85], consistent with the elevated apoptosis previously observed in *Hoxa11*^−/−^/*Hoxd11*^−/−^ limbs [34].

Other genes of particular interest that showed elevated expression in the mutant limbs included *Kcnrg*, which encodes a regulator of potassium channels. 

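*Kcnrg* was at 20.4 ± 5.36 NRPKM (SD, n = 3) in *aadd* against 7.18 ± 1.24 NRPKM in WT resting, or 80.7 to 105.7 reads per library against 30.4 to 37.7. The rise on the log2 scale was 1.47 (standard error 0.24, limma adjusted *P* of 0.13). Its row overlaps that of *Dleu2*.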

*Kcnrg* expression is anti-proliferative and pro-apoptotic [86]. *Dkk3*, yet another osteoblast antagonist [87], was also up-regulated. 

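*Dkk3* was at 70.6 ± 17.8 NRPKM (SD, n = 3) in *aadd* against 33.2 ± 7.24 NRPKM in WT resting, which gives a log2 fold change of 1.08 (standard error 0.26, limma adjusted *P* of 0.25).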

*Igf1*, a positive regulator of bone growth, also showed increased expression in mutants. 

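*Igf1* (on chromosome 10 of mm10 from 87859056 to 87937047) varied between libraries, at 37.6 ± 16.8 NRPKM (SD, n = 3) in *aadd* against 7.17 ± 5.62 NRPKM in WT resting, but the groups did not overlap. The log2 fold change was 2.65 (standard error 0.69, limma adjusted *P* of 0.3) and 1.91 to 3.27 when 1 library was left out. Its row overlaps that of *Igf1it*. Of the 16 genes outside the Hox family that the paper names as up-regulated in *aadd*, all passed its criteria and had no overlap, and 1, *Pknox2*, had an adjusted *P* under 0.05 over all genes tested (none with the replicate block). All 16 had one when adjusted over the list alone, which the study chose on these libraries.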

Global deletion of *Igf1* results in dwarfism [88, 89] and tissue specific Cre mediated deletion in chondrocytes also gives reduced bone length [90].

It is interesting to note that up-regulation of *Igf1,* as well as *Tbx18, Gdf5* and *Sulf1,* might be expected to increase bone length, and not decrease it, since mutations in these genes cause shortened bones. This elevated expression could represent a compensatory response, with the developing bone attempting to recover growth lost through other perturbed pathways. Alternatively, in some cases during development correct gene expression level is critically important, with either over or under expression giving a similar phenotype.

### RNA-Seq validations

We used immunohistochemistry to validate RNA-Seq predicted gene expression differences. Genes were selected for validations based on high expression level and strong fold change. Immunostains confirmed the elevated expression in *aadd* mutants of both Six2 and Gas1. Six2 showed elevated expression that was strongest between the chondrogenic zones but included the forming ulna and radius as well (Fig. 9a–d). Gas1 also showed substantial up-regulation that was primarily restricted to the interchondrogenic regions. In addition, Lef1 and Runx3 showed reduced expression in the mutant ulna and radius (Fig. 9e–h). Some of the detected difference likely reflect the distinct cell types present.

**Fig. 9:**
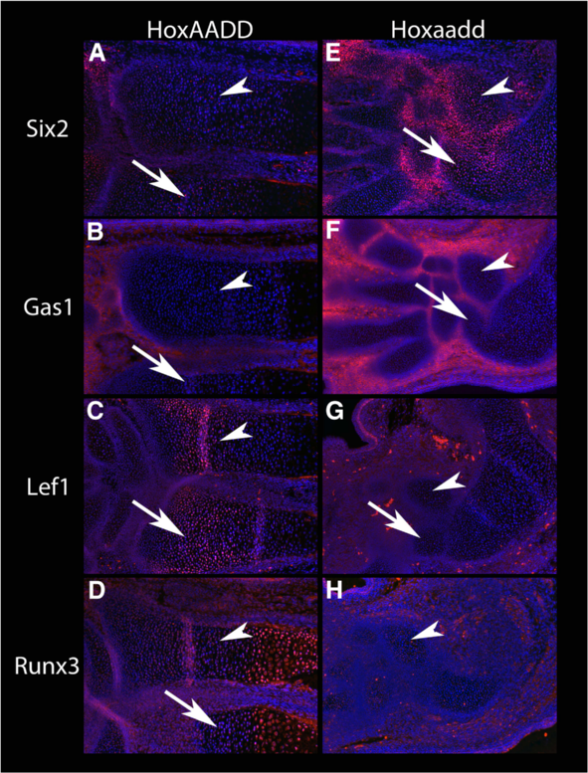
Immunofluorescent staining of E15.5 Wild type HoxAADD (**a**–**d**) and mutant Hoxaadd (*Hoxa9,10,11* ^−/−^;*Hoxd9,10,11* ^−/−^) (**e**–**h**) forelimbs. Arrowhead: radius, Arrow: ulna, the autopod is oriented to the left of the image. **a** and **e**: Six2 immunostaining, showing an increased expression in mutant chondrocytes. **b** and **f**: Gas1 staining, showing an increase in mutant limbs that is restricted to cells flanking chondrocytes, consistent with the inclusion of some perichondrial cells in the LCM samples. **c** and **g**: Lef1 staining, showing an absence of staining in mutant chondrocytes. **d** and **h**: Runx3 staining, showing an absence of staining in mutant chondrocytes

## Conclusions

In summary, we have studied Hox function in the developing limbs using mice with frameshift mutations in the first exons of multiple flanking Hox genes. These mice provide precise genetic tools with disrupted coding function, while shared regional enhancers remain intact, thereby minimizing effects on the expression of remaining Hox genes.

The *aadd* mutants, with twelve mutated flanking and paralogous Hox alleles, show a very significant reduction of *Shh* expression in the ZPA. The effect is similar to that seen in mice with entire deletions of the HoxA and HoxD clusters, and much more severe than observed in mice with only *Hoxa11*^−/−^/*Hoxd11*^−/−^ mutations. This shows that within the HoxA and HoxD clusters it is the 9,10,11 paralog genes that are primarily responsible for driving *Shh* expression. The LCM/RNA-Seq analysis defines the changing gene expression programs in wild type limbs as cells progress from resting to proliferative and hypertrophic phases. The *aadd* mutants showed altered expression of a number of known key regulators of endochondral bone formation. Several of the up-regulated genes are known to inhibit chondrocyte or osteoblast differentiation, including *Pknox2*, *Zfp467*, *Hand2* and *Dkk3*. Other up-regulated genes are involved in joint formation (*Osr1*, *Gdf5*, *Dcx*, *Sall1*), BMP signaling (*Gdf5*, *Sulf1*, *Bmpr1b*), and growth arrest, apoptosis and reduced proliferation (*Gas1*, *Gas2*, *Kcnrg*). The altered expression of these genes defines key perturbed pathways downstream of *Hoxa9,10,11*/*Hoxd9,10,11* in the developing limb zeugopod.

## Additional files

Additional file 1: Table S1. Proliferative versus resting gene expression differences. Additional file 2: Table S2. Functional enrichment analysis of proliferative versus resting. Additional file 3: Table S3. Hypertrophic versus proliferative gene expression differences. Additional file 4: Table S4. Functional enrichment analysis of hypertrophic versus proliferative. Additional file 5: Table S5. aadd mutant versus resting wild type gene expression differences. Additional file 6: Table S6. Functional enrichment analysis of aadd mutant versus resting wild type.

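Table S1 gives for each gene the fold change between compartments, its direction and the NRPKM of the 6 libraries, which are the values of the deposited table. Its 347 genes were all tested here. Each has at least 5 NRPKM in all 3 libraries of one of the compartments. Of the 273 genes that passed here and are not in Table S1, 179 lack this.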

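Table S3 has the same layout for the hypertrophic and proliferative libraries, and heads the hypertrophic columns hyperproliferative. All of its genes have at least 5 NRPKM in all 3 libraries of one compartment, and 185 of the 438 genes that passed only here do not.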

## Abbreviations

r: Rhombomere
AER: Apical ectodermal ridge
Shh: Sonic hedgehog
FGF: Fibroblast growth factor
ZPA: Zone of polarizing activity
LCM: Laser capture microdissection
*aadd*: *Hoxa9,10,11*^−/−^/*Hoxd9,10,11*^−/−^
*AADD*: *Hoxa9,10,11*^+/+^/*Hoxd9,10,11*^+/+^

How the deposited data were processed for this re-analysis (not part of the article)

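Gene expression was measured by RNA-Seq in 12 libraries of mouse E15.5 zeugopod chondrocytes, 3 from each of the WT resting, WT proliferative and WT hypertrophic compartments and 3 from *aadd* mutants. Cells were taken by LCM from 10 μm sections and 20 ng of total RNA entered each library. The authors removed low-quality reads, reads with several alignments and duplicate reads, aligned the rest to mm10 and computed values in GeneSpring. The deposited values are RPKM, further normalized between libraries by the authors and called NRPKM in the paper. They are on a linear scale with zeros kept, cover 36186 rows and precede the filter on expression. The paper's text does not name the aligner, the normalization between libraries or the use of strand.

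Reads were not analysed here. The file that holds the values gives no counts. The depth was read from the value that single-exon sensory receptor and keratin-associated genes take most often, which was taken as 1 read, and the reads behind a gene were computed from its value and its exon length. Where all libraries of a group had at most 3 reads, a fold is given as a lower bound against 3 reads. It is the mean NRPKM of the other group over the value of 3 reads. These limits cover counting error only.

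Values were analysed as log2(NRPKM + 0.1) in limma 3.58.1 under R 4.3.3, with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9 for tables and plots. All fold changes other than these lower bounds are on this scale. Genes with at least 5 NRPKM in at least 3 of the 12 libraries entered, 10936 in all. Each pairwise comparison used the 6 libraries of its groups, with moderated statistics and no covariate. The criteria of the paper were applied (unadjusted *P* up to 0.05 with FC of at least 2 between WT compartments and 1.5 between *aadd* and WT resting), and the number of genes with a Benjamini-Hochberg adjusted *P* under 0.05 is given beside them. The 4 groups were compared with limma's moderated F test. Similarity of *aadd* to the WT compartments was measured as the root mean square log2 difference over the genes tested. The Audic-Claverie test that the paper names for pooled reads was not run here.

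Replicates carry the numbers 1 to 3 in each group. For each pair of groups, the deviations of same-numbered libraries from their group means were correlated across genes. Between WT resting and WT proliferative *r* was 0.264, 0.134 and 0.189. Table S1 numbers the same libraries in another order, in which resting replicates 1, 2 and 3 meet proliferative replicates 3, 2 and 1 of the deposited numbers, with *r* of -0.222, 0.134 and -0.093. Whether either order marks a shared origin is not known. A fit with the deposited number as a block is given beside results that it changes. The *Xist* and Y-linked genes place replicate 2 of each WT compartment and replicates 1 and 2 of *aadd* as male and the others as female.

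The genes named are those that the paper names, all Hox genes, and for each pairwise comparison the 5 with the largest rise and the 5 with the largest fall among genes with an adjusted *P* under 0.05 (or an unadjusted *P* up to 0.05 where fewer than 5 passed) and no overlap between the libraries of the groups. Lists of 10 marker genes were used for endothelial, osteoclast, macrophage, erythroid, skeletal muscle, osteoblast, hypertrophic chondrocyte, cartilage matrix, joint, tendon, distal limb and cell cycle genes, with 5 for sex. A list's median was placed among those of 10000 random lists matched on mean expression.

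The alternatives were a pseudocount of 1, no filter on low values, the filter taken over the 6 libraries compared, rescaling by the median of ratios, quantile normalization, all 12 libraries in one fit, the replicate block, a variance trend on intensity, and each library left out in turn. The distances were taken with a pseudocount of 1, no filter, rescaling, quantile normalization, each library left out, 1 minus Pearson correlation, and the genes from the comparison of 4 groups alone. These, the lists and the genes named were set before the data were examined. A filter asking for at least 5 NRPKM in all 3 libraries of a group, and library depth as a factor between *aadd* and WT resting, were chosen after seeing the data. Neither these nor the filter over the libraries compared were applied to the distances. The ranges given for an adjusted *P* cover the main fit and every alternative that kept all libraries, including those chosen later. The fits that left out 1 library are not in these ranges.

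The procedure was tested on simulated data with 200 of 10936 genes changed. At a true change of 2-fold, 81.5% of the changed genes passed an unadjusted *P* up to 0.05 with FC of at least 1.5 and 0% passed adjustment. At 4-fold, 96% and 75.5% did. Of the unchanged genes, 373 and 386 passed the unadjusted criteria.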

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

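The tests of the HoxA, HoxB and HoxC clusters and of distal limb tissue were chosen after the results were seen.

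Of the 33 Hox genes outside the 6 mutated ones, 15 were higher in all 3 *aadd* libraries than in all 9 WT libraries, where chance gives 0.45%. The paper reports higher Hox expression without this comparison to the proliferative and hypertrophic compartments. A difference in scaling between libraries is argued against as the whole source, since 15 of these genes stayed above all WT libraries after rescaling by the median of ratios and 13 after quantile normalization. The other clusters lie on other chromosomes, out of reach of a regional effect at the HoxD cluster. In them 10 of 27 genes outside the mutated ones rose in this way, against 5 of 6 in HoxD. The HoxA cluster carries mutated genes too, and a regional effect there was not tested. HoxC, with no mutated gene, had 5 of 9. For HoxD itself a regional effect cannot be told apart from other explanations. The median log2 change of the 3 other genes tested within 500 kb was 0.46, with 0.23 for *Lnp* and 0.46 for *Mtx2* outside the cluster and 4.65 for *Mir10b* inside it, which has few reads. Distal limb tissue in the *aadd* samples also stays open. The 7 genes of the distal limb list other than Hox genes had a median log2 change of 0.11, but most of them have values near 0. The paper states that the samples held some perichondrial cells, and places the strongest Hox expression in the perichondrium. Whether their share differed between *aadd* and WT was not tested, and stays open too. The mutant genotype is a biological difference that the design names, and the samples cannot separate it from the open explanations.

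The osteoclast list, which the paper does not discuss, had a median log2 change of 4.09 between WT hypertrophic and WT proliferative, or 3.70 with values under 3 reads set to 3 reads. All 10 genes were higher. WT resting had at least 5 NRPKM of 1 of the 10, no other list holds any of them, and the text of the study names none, while Table S3 holds 1 of them, *Atp6v0d2*. The rise was carried by hypertrophic replicates 2 and 3. *Acp5* was at 2.92 NRPKM in replicate 1 and at 246 and 200 in replicates 2 and 3, and *Mmp9* at 10.3, 422 and 378. Replicates 2 and 3 had a median 5.28 above replicate 1 over the list, so that the difference between compartments rests on these libraries. Osteoclasts captured with the cells of replicates 2 and 3 are a candidate explanation. Whether they belong to the hypertrophic compartment at this stage or entered through the section captured was not tested.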

How the results depend on the processing

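Of 724 results for 77 named genes under the alternatives, 710 kept their direction and side of the paper's criteria, 10 became weaker, 2 stronger and 2 reversed. Over the fits that each left out 1 library, 423 of 462 did, 26 became weaker, 3 stronger and 10 reversed. *Sox9* changed from -0.07 to 0.01 under quantile normalization and *Bmp2* from 0.14 to -0.01 with library depth as a factor. Leaving out 1 library gave -0.19 to 0.01 for *Sox9*, -0.03 to 0.35 for *Bmp2*, -0.08 to 0.39 for *Hoxa9*, -0.19 to 0.56 for *Hoxa4* and -0.48 to 0.19 for *Hoxa6*. The cause was not tested, and none of these genes passed the paper's criteria with all libraries.

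Between WT proliferative and WT resting, the 605 genes became 1495 without the filter on low values, which tests 23070 genes. Quantile normalization gave 358 higher and 254 lower in place of 280 and 325. No filter gave 940 and 555, and leaving out WT proliferative replicate 1 gave 290 and 519. The 99 genes with an FC of at least 5 became 59 with a pseudocount of 1 (29 higher and 30 lower in place of 59 and 40), 385 without the filter (283 and 102), 52 with the filter over the libraries compared and 51 with the filter on all 3 libraries of a group, chosen after seeing the data. The 68 genes with an adjusted *P* under 0.05 became 128 with all 12 libraries in the fit, 122 with that later filter and 9 with the replicate block. Leaving out 1 library gave 508 to 809 genes, 90 to 123 at an FC of at least 5, and 10 (without WT proliferative replicate 3) to 53 after adjustment, with 12 without WT resting replicate 2, 19 without WT resting replicate 3 and 33 without WT proliferative replicate 2.

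Between WT hypertrophic and WT proliferative, the 1057 genes became 1929 without the filter. The 82 genes with an FC of at least 10 became 18 with a pseudocount of 1, 209 without the filter, 52 with the filter over the libraries compared, 53 with quantile normalization and 50 with the later filter. The 0 genes with an adjusted *P* under 0.05 (2115 unadjusted) became 45 without the filter, 2 with quantile normalization, 705 with all 12 libraries in the fit and 34 with the later filter. Leaving out 1 library gave 658 (without hypertrophic replicate 3) to 2007 (without hypertrophic replicate 1), 38 to 199 at an FC of at least 10, and 0 to 1905 after adjustment. The highest value in each case came without hypertrophic replicate 1. Without hypertrophic replicates 2 and 3 and proliferative replicate 2, 38, 43 and 44 genes had an FC of at least 10.

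Between *aadd* and WT resting, the 717 genes became 1267 without the filter. The 110 genes with an FC of at least 3 became 421 without the filter, 68 with the filter over the libraries compared and 65 with the later filter. The 13 genes with an adjusted *P* under 0.05 became 35 without the filter, 0 with the replicate block, 7 with an intensity trend, 34 with the later filter and 4 with library depth as a factor, chosen after seeing the data. Leaving out 1 library gave 547 to 997, 94 to 136 and 3 to 13. Except where a filter changed the genes tested, the cause was not tested.

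Same-numbered libraries of the other groups had *r* of 0.071, 0.261 and -0.145 between WT resting and *aadd* and of -0.067, 0.017 and 0.118 between WT proliferative and WT hypertrophic. With the replicate block 1026 genes passed between WT hypertrophic and WT proliferative, 0 after adjustment, and 789 between *aadd* and WT resting. The block changed the call of *Hoxa3*, to passing, and of no other named gene by the paper's criteria.

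Over the 4 groups, the 612 genes became 1633 without the filter and 487 to 858 with 1 library left out. Each *aadd* library stayed nearest to WT resting in all alternatives run for the distances. The correlation along the WT compartments, 0.128, became 0.15 with a pseudocount of 1 and 0.033 without the filter, and was 0.096 to 0.144 with 1 library left out. The medians of the term genes were 1.73 to 2.24 for cell adhesion, 1.45 to 1.85 for signaling, 1.76 to 2.21 for cell migration and 1.71 to 2.24 for vasculature development with 1 library left out. Depth limits genes with a few reads per library, whose fold changes rest on the pseudocount.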

Differences from the paper's values

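Between WT proliferative and WT resting, 605 genes passed here and 347 in the paper. A pseudocount of 1 (487), the filter over the libraries compared (446) and leaving out WT resting replicate 2 (508) came within 1.5 times the paper's number, the other alternatives set before the data were examined did not, and the filter on all 3 libraries of a group (454), chosen after seeing the values, did. At an FC of at least 5 the numbers were 99 here and 40 in the paper. A pseudocount of 1 (59), the filter over the libraries compared (52) and the later filter, chosen after seeing the values (51), came within that range, and the other alternatives did not.

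Between WT hypertrophic and WT proliferative, 1057 genes passed here and 638 in the paper. The filter over the libraries compared (927), quantile normalization (951), leaving out proliferative replicate 2 (756) or 3 (861) or hypertrophic replicate 2 (705) or 3 (658), and the later filter, chosen after seeing the values (942), came within 1.5 times. The other alternatives did not. At an FC of at least 10 the numbers were 82 here and 36 in the paper. The filter over the libraries compared (52), quantile normalization (53), leaving out proliferative replicate 2 (44) or hypertrophic replicate 2 (38) or 3 (43), and the later filter, chosen after seeing the values (50), came within that range. The other alternatives did not.

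Between *aadd* and WT resting at an FC of at least 3, 110 genes passed here and 61 in the paper. A pseudocount of 1 (77), the filter over the libraries compared (68), all 12 libraries in the fit (85) and the later filter, chosen after seeing the values (65), came within 1.5 times, and the other alternatives did not.

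Of 56 named genes in Tables S1, S3 and S5, 1 differed from the paper in log2 fold change. A gene was taken to differ if its sign changed or if the distance exceeded the larger replicate SD. Where a library had at most 3 reads, folds apart by more than 1.5 times were taken to differ instead. The 6 genes with at most 3 reads in every library of a group are given as lower bounds, and none of these was over 1.5 times the paper's fold. The log2 fold change of *Mir3070b* between WT hypertrophic and WT proliferative was -5.68 here, with a replicate SD of 3.65, and -3.52 in the paper. Leaving out hypertrophic replicate 2, in which it was at 0, gave -3.72, and the other alternatives stayed more than 1.5 times from the paper's fold. The median difference over the 56 genes was 0.04.

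The paper's legend places *Gas1* among the genes with an FC of at least 3. Its fold was 2.95 here, and Table S5 gives it as 2.9.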

Other observations

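The tests of a mislabelled library, of a mixture, of other cells, of dilution, of the shares of cell types in *aadd* and of short RNA rows were chosen after the results were seen.

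Hypertrophic replicate 1 lay apart from replicates 2 and 3. A mislabelled proliferative library is argued against by the hypertrophic chondrocyte list, of which 8 of 10 genes lay above all 3 proliferative libraries in replicate 1. A mixture of proliferative cells with the cells of replicates 2 and 3 would place these genes between them, yet 5 of 10 lay above all 5 other libraries, where chance gives 1.7, and 0 of the 10 osteoclast genes did. Dilution of one chondrocyte population would lower both cartilage lists alike. From replicate 1 to replicates 2 and 3 the cartilage matrix list changed by -2 and the hypertrophic chondrocyte list by -0.12, and the difference was -1.88. But the 5 hypertrophic chondrocyte genes highest in replicate 1 fell, such as *Ihh* from 56.3 to 9.54 and 15.3 NRPKM. The other genes of that list rose, such as *Mmp13* from 3.05 to 735 and 661 NRPKM. Its median thus hides opposite changes, and the difference cannot decide on dilution. Background reads at low level are argued against by the 958 genes with a mean of at least 50 NRPKM, in which replicate 1 was still 2.01 times as far from replicates 2 and 3 as these from each other. Removal of the trend with GC content and transcript length over 10355 genes left this ratio at 1.69, as before the removal. The trend removed had a root mean square of 0.13 on average. Osteoclast, macrophage and endothelial cells in replicates 2 and 3 are a candidate explanation, with medians of 5.28, 2.27 and 3.53 above replicate 1, each at percentile 100 of the random lists. With values under 3 reads set to 3 reads the medians were 4.96, 2.53 and 3.55. The tendon list was also at percentile 100, with a median of 1.56. Osteoblast (1.1) and cell cycle (0.74) were at percentiles 99.99 and 99.95. The percentile alone therefore does not single out osteoclast, macrophage and endothelial cells. The level at which the hypertrophic zone was captured may differ between the libraries, which was not tested.

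The other lists moved as follows between WT hypertrophic and WT proliferative (median log2 change): endothelial 3.19, macrophage 1.07, erythroid 1.95, skeletal muscle 0.14, osteoblast 2.92, hypertrophic chondrocyte 1, cartilage matrix -1.91, joint -1.06, tendon -0.73, distal limb -0.27, cell cycle -0.34 and sex -0.54. The osteoblast and hypertrophic chondrocyte lists share 3 genes, and the study names 2 and 3 of them. With values under 3 reads set to 3 reads the osteoblast median was 1.68, the erythroid 1.39 and the macrophage 0.78. Between WT proliferative and WT resting the medians were 3.49 for hypertrophic chondrocyte, 1.5 for osteoblast, 1.13 for skeletal muscle and 0.74 for macrophage. Erythroid changed by 0.39, osteoclast by 0.38, distal limb by 0.3, endothelial by 0.17, cartilage matrix by 0.15 and sex by 0.08. Cell cycle changed by -0.05, tendon by -0.73 and joint by -1.38.

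Whether *aadd* chondrocytes are less advanced along the WT compartments than WT resting chondrocytes was tested by the correlation across genes of the change from WT resting to *aadd* with that from WT proliferative to WT hypertrophic, which share no library. Genes are not independent replicates. Pearson *r* was 0.128. Other cells that differ in both comparisons can raise *r*, so this value decides nothing about how advanced the chondrocytes are. The change to *aadd* and that from WT resting to WT proliferative share the WT resting libraries. Their *r* was 0.186, below the 0.443 to 0.559 (median 0.501) of 100 simulated unchanged groups. This *r* was 0.13 (without *aadd* replicate 3) to 0.339 (without WT resting replicate 1) with 1 library left out. Without the filter on low values it was 0.352. Sharing with no other change gives a higher value, but changes in either comparison that are unrelated to the other lower *r* as well, so an opposing change is not shown.

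The genes higher in *aadd* than in WT resting may reflect a larger share of other cells. The joint list changed by 0.69, tendon by 0.28, skeletal muscle by 1.12 and endothelial by 0.52, a spread of 0.84 against 1 for the widest interval of the random lists, while cartilage matrix changed by -0.33 and osteoclast by -0.69. Macrophage changed by 0.38, erythroid by 0.65, osteoblast by -0.08, hypertrophic chondrocyte by -0.19, distal limb by 0.82, cell cycle by 0.11 and sex by 2.39. With values under 3 reads set to 3 reads, skeletal muscle changed by 0.93 and osteoclast by -0.22. WT resting had at least 5 NRPKM of 8 joint, 7 tendon, 0 skeletal muscle and 0 endothelial genes, and the study names 6 joint genes. The skeletal muscle and endothelial values are too low to decide. The joint and tendon lists lay above their random lists (-0.25 to 0.29 and -0.24 to 0.25), but a rise of these genes within chondrocytes would do the same, so the share of other cells stays open. Of the 304 genes lower in *aadd*, 64 fell farther than every cartilage matrix gene (the lowest at -0.56) by more than 2 standard errors, but other splits of the 6 libraries gave up to 113 such genes with a median of 19, which leaves a smaller share of chondrocytes open.

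Of the 717 genes, 3.8% lie on chromosomes X and Y against 3.6% of the genes tested, with 1 on Y, which argues against the sex of the embryos as their source. After removal of the trend with GC content and length 76.5% of the genes with a length (520 of 680) still passed. Of the genes that passed between WT proliferative and WT resting and that Table S1 lacks, 8.8% (24 of 273) are microRNA or small nucleolar RNA rows, so that such rows account for few of them.

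Other splits of the same samples were counted. For WT proliferative and WT resting, 1 of the 4 splits that part all replicate numbers gave as many genes at the paper's criteria, and 1 of 4 with an adjusted *P* under 0.05, the real split in both cases. The highest other number among these was 88, and 221 among all 10 splits. For WT hypertrophic and WT proliferative 1 of 10 splits gave as many genes (the highest other 666), and 10 of 10 gave at least 0 with an adjusted *P* under 0.05. For *aadd* and WT resting 2 of 10 splits gave as many genes. The other split, which gave 929, set the 3 deepest libraries against the 3 shallowest, and with depth as a factor 931 genes passed between the groups, 597 of them among the 717. With an adjusted *P* under 0.05 it was 1 of 10, the highest other giving 5. With 3 libraries against 3 the share cannot be under 0.1. For the comparison of 4 groups, 1 of 100 splits drawn gave as many genes, the real one, with 413 as the highest other number and a median of 34.

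*Shh* and *Fgf8* are listed at 0 in every WT resting and *aadd* library.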
